# Systematic transcriptome analysis reveals molecular mechanisms and indications of bupleuri radix

**DOI:** 10.3389/fphar.2022.1010520

**Published:** 2022-10-11

**Authors:** Sang-Min Park, Aeyung Kim, Haeseung Lee, Su-Jin Baek, No Soo Kim, Musun Park, Jin-Mu Yi, Seongwon Cha

**Keywords:** herbal medicine, transcriptome, gene signature, pathway enrichment analysis, drug repurposing, wound healing

## Abstract

Pharmacogenomic analysis based on drug transcriptomic signatures is widely used to identify mechanisms of action and pharmacological indications. Despite accumulating reports on the efficacy of medicinal herbs, related transcriptome-level analyses are lacking. The aim of the present study was to elucidate the underlying molecular mechanisms of action of Bupleuri Radix (BR), a widely used herbal medicine, through a systematic transcriptomic analysis. We analyzed the drug-responsive transcriptome profiling of A549 lung cancer cell line after treating them with multiple doses of BR water (W-BR) and ethanol (E-BR) extracts and their phytochemicals. *In vitro* validation experiments were performed using both A549 and the immortalized human keratinocyte line HaCaT. Pathway enrichment analysis revealed the anti-cancer effects of BR treatment via inhibition of cell proliferation and induction of apoptosis. Enhanced cell adhesion and migration were observed with the W-BR but not with the E-BR. Comparison with a disease signature database validated an indication of the W-BR for skin disorders. Moreover, W-BR treatment showed the wound-healing effect in skin and lung cells. The main active ingredients of BR showed only the anti-cancer effect of the E-BR and not the wound healing effect of the W-BR, suggesting the need for research on minor ingredients of BR.

## Introduction

Pharmacological perturbations by drugs (synthetic chemicals or natural products) after binding to the drug targets activate cellular signal transduction and induce specific gene expression patterns (Lamb et al., 2006). Therefore, transcriptomic signatures are considered ideal for identifying the mode of action (MoA) and molecular mechanism of a drug (Chen and Butte, 2016). One of the large-scale public databases of transcriptomic signatures for drug perturbations is the Connectivity Map (CMap), supplied by the Library of Integrated Network-based Cellular Signatures program that provides genome-wide expression profiles of approximately 40,000 drugs across various cell lines (Subramanian et al., 2017). Based on pharmacogenomic databases, the approach of analyzing and comparing transcriptome signatures is widely used to unravel unknown mechanisms of action, discover novel indications, and repurpose drugs. For example, topiramate and cimetidine have been suggested as treatments for inflammatory bowel disease and lung adenocarcinoma, respectively, because their transcriptomic signatures are negatively correlated with differentially expressed genes associated with these diseases (Dudley et al., 2011; Sirota et al., 2011). Moreover, bortezomib and atorvastatin were identified as potent drugs to reverse the metastatic effect of lung cancer and its resistance to anti-cancer drugs, respectively, using the CMap database (Hong et al., 2018; Kwon et al., 2020).

As medicinal herbs contain many constituents, they have the advantage of eliciting a multi-functional effect on multiple disease targets (Li et al., 2022). However, a comprehensive characterization of the molecular mechanisms and downstream targets of herbal extracts and related phytochemicals is still lacking. In the drug-responsive transcriptome data of the CMap, phytochemicals account for less than 2% of the tested compounds (Subramanian et al., 2017). The largest transcriptome dataset of herbal medicine constituents provides information on 102 components used in the treatment of one cell line at a single dose (Lv et al., 2017). Nevertheless, the overall molecular effect of herbs may differ from the sum of effects of individual components of the herb owing to synergism or antagonism between the components. Additionally, even the same herb may have different medicinal effects when distinct extraction methods are used. Despite this, only a few transcriptome datasets are available for herbal extracts in HERB—a recently constructed database (Fang et al., 2021). Therefore, it is necessary to systematically generate and analyze transcriptome data for herbal medicines (Baek et al., 2022).

Bupleuri Radix (BR) is the dried root of *Bupleurum falcatum* Linne, *Bupleurum chinense* DC, and *Bupleurum scorzonerufolium* Wild. BR has been used as a traditional medicine for over 2000 years and is regarded as one of the most important herbal medicines in Asian countries, including China, Japan, and Korea (Yang et al., 2017). In recent pharmacological studies, BR has been demonstrated to possess beneficial effects, including anti-cancer, anti-pyretic, anti-inflammatory, anti-depressant, anti-viral, hepatoprotective, neuroprotective, and immunomodulating activities (Yang et al., 2017). Many bioactive ingredients have been isolated from BR, including triterpenoid saponins, polyacetylenes, flavonoids, lignans, fatty acids, and sterols. Among them, triterpenoid saponins, especially saikosaponin a (SSa) and saikosaponin d (SSd), are believed to be responsible for the broad spectrum of pharmacological activities of BR (Yuan et al., 2017). Contrary to the accumulation of efficacy studies revealed through pharmacological experiments, the investigation of transcriptome signatures by genome-wide analysis for BR treatment remains to be conducted.

Here, we generated the drug-responsive transcriptome data for BR extracts and their major components, which were tested on the A549 lung cancer cell line with multiple doses and extraction methods. Systematic transcriptome analysis revealed the molecular pathways associated with the mechanism of BR and highlighted the differences between the effects of water and ethanol extracts of BR. To identify indications of BR, we also compared transcriptome profiling of BR extracts with disease-related signatures. Our study demonstrated that a comprehensive analysis using the drug-responsive transcriptome data can provide insights into the molecular mechanisms as well as indications of herbal medicines.

## Materials and methods

### Preparation of W-BR, E-BR, and saikosaponins

Lyophilized powders of water (W-BR; 3-19-0054) and 70% ethanol (E-BR; 3-19-0097) extracts of BR were obtained from the Herbal Medicine Resources Research Center, Korea Institute of Oriental Medicine (Naju, Republic of Korea). In brief, dried and crushed BR (1 kg) was extracted with water under reflux for 3 h (W-BR) or 70% EtOH under sonication for 1 h and repeated two times (E-BR). After extraction, the extract solutions were filtered, evaporated, freeze-dried, and homogenized using a 600 µm sieve. The extraction yields were 20.26% (W-BR), and 9.46% (E-BR) respectively. Each compound was extensively dissolved in 2% dimethyl sulfoxide (DMSO) (Sigma-Aldrich Co., St Louis, MO, United States) to obtain a final concentration of 10 mg/ml by vigorous vortexing, filtered through a 0.22 µm membrane (Sartorius Stedim Biotech GmbH, Goettingen, Germany), and stored at −20°C until use. The preliminary quantitative analysis of E-BR and W-BR confirmed that saikosaponins were major compounds, and the two extraction methods produced extracts that differed in composition (Choi et al., 2021). Saikosaponins, including SSa, saikosaponin b (SSb) 1–4, saikosaponin c (SSc), and SSd, were purchased from the Natural Product Institute of Science and Technology (Anseong, Republic of Korea) and dissolved in DMSO to obtain a 20 mM concentration. The purity of all saikosaponins was greater than 99.9%, as determined by high-performance liquid chromatography.

### Cell culture

The human lung adenocarcinoma A549 cell line (CCL-185) was obtained from the American Type Culture Collection (Manassas, VA, United States) and cultured in RPMI-1640 supplemented with 10% heat-inactivated fetal bovine serum, 100 IU/ml penicillin, and 100 μg/ml streptomycin. The human keratinocyte HaCaT cell line was obtained from CLS Cell Line Service GmbH (Eppelheim, Germany) and cultured in DMEM supplemented with 10% fetal bovine serum, 100 IU/ml penicillin, and 100 μg/ml streptomycin. The cells were maintained in a humidified 5% CO_2_ incubator at 37°C. All basal media and supplements for cell culture were obtained from Thermo Fisher Scientific (Rockford, IL, United States).

### Drug treatment and total RNA preparation for RNA sequencing analysis

To determine the treatment drug concentrations, we performed cell cytotoxicity teststo investigate drug doses exhibiting 80% cell viability (IC20s), and the determined IC20s were selected as the maximum doses for obtaining RNA-seq data. For drugs whose IC20 could not be determined, the highest treatment concentrations were set to 500 μg/ml for extracts and 10 μM for phytochemicals, considering the solubility and clinical application of the drugs. To confirm the influence of concentration, we treated the cells with three concentrations in 1/5 serial dilutions. Consequently, the cells were exposed to three doses (low, medium, high) of W-BR (20, 100, and 500 μg/ml), E-BR (5.32, 26.6, and 133 μg/ml), saikosaponins (SSa, SSb1–4, SSc at 0.4, 2, and 10 μM; SSd at 0.2, 1, and 5 µM), or combinations of seven saikosaponins (0.08, 0.4, and 2 µM of each). Wortmannin (1.95 µM), trichostatin A (0.64 µM), and vorinostat (10 µM) were also included in the assay plates as positive control drugs for comparison with the CMap data. DMSO (0.1%) was used as the vehicle control. One day before drug treatment, A549 cells were plated in a 6-well culture plate (3 × 10^5^ cells/well) containing 3 ml of growth medium. After 24 h of drug treatment, the cells were washed three times with ice-cold phosphate-buffered saline, and total RNA was isolated using TRIzol RNA Isolation Reagents (Thermo Fisher Scientific) according to the manufacturer’s instructions. The concentration of isolated RNA was determined using an Agilent RNA 6000 Nano kit (Agilent Technologies, Waldbronn, Germany), and RNA quality was evaluated by assessing the RNA integrity number (RIN >7).

### Acquisition and pre-processing of RNA-seq data

Total RNA (1 µg) was processed to prepare the mRNA sequencing library using the MGIEasy RNA Directional Library Prep kit (MGI Tech Co., Ltd., China) according to the manufacturer’s instructions. The library was quantified using the QauntiFluor^®^ ssDNA System (Promega Corporation, WI, United States). The prepared DNA nanoball was sequenced on the MGIseq system (MGI Tech Co., Ltd., China) with 100 bp paired-end reads. RNA-seq raw data quality was checked using FastQC (v0.11.9). TrimGalore (v0.6.5) was used to remove the common regions of the MGISEQ adapter sequences. The cleaned reads were mapped to the human genome assembly GRCh38 (hg38) using the STAR aligner (v2.7.3a) with default settings. Transcript abundance per gene, such as expected read count or transcripts per million, was quantified by RSEM (v1.3.3) with human gene annotation GRCh38.84. The raw sequence data (FASTQ files) and pre-processed count data were deposited in the Gene Expression Omnibus with accession number GSE182007. Differential gene expression analysis between the groups (e.g., BR treatment vs. vehicle) was conducted using the edgeR package (v3.38) in R (v3.6.3), yielding a ranked list of genes based on log_2_FC and adjusted *p*-value.

### Gene set enrichment analysis

Given a ranked list of genes based on differential expression, GSEA was performed for the well-curated gene sets (hallmark, Gene Ontology biological process, and canonical pathways integrating BioCarta, KEGG, PID, REACTOME, and WikiPathways) in the Molecular Signature Database (MSigDB v7.4.1). The GSEA method quantifies the degree to which genes in a gene set are overrepresented at the top or bottom of the ranked list of genes. GSEA was performed using the fgsea package (v1.20) in R (v4.0.3) using parameters of minimum size 15, maximum size 500, and 10,000 permutations. The statistical significance of all GSEA results were evaluated by adjusted *p*-value using multiple testing corrections *via* false discovery rate (FDR) estimation. A network analysis using the GSEA results was performed with the EnrichmentMap application (Merico et al., 2010) of Cytoscape (v3.8.0).

### Connectivity map data analysis to infer MoAs and pharmacological indications of bupleuri radix

We downloaded CMap data from the clue.io platform (clue.io/data/CMap2020#LINCS2020) and leveraged gene expression signatures (level 5: moderated z-scores) from the treatment of A549 cell lines with 384 launched drugs. From the Clue Repurposing Hub (clue.io/repurposing-app), we retrieved information on clinical phases, 190 MoAs, 602 targets, and 22 indications of the 384 drugs. Signatures with poor reproducibility (distil_cc_q75’ < 0.2 and pct_self_rank_q25 > 0.05) were filtered out. The R package cmapR (v1.8.0) was used to access and manipulate a level 5 GCTX file (level5_beta_trt_cp_ n720216 × 12,328. gctx). To measure the similarity of the expression signatures of BR and the CMap drugs, we converted gene-level expression to pathway-level (Supplementary Figure S1). Gene expression changes induced by BR or CMap drugs were quantified using two different platforms, RNA-seq and L1000 assays, respectively. Thus distributions of expression values from the two platforms were quite distinct, making the direct comparison between gene expression values difficult. As an alternative to comparing expression signatures obtained from two different platforms, we took advantage of GSEA to reveal the genome-wide perturbing effects of BR and CMap drugs at the pathway level. We utilized well-curated 6,482 pathway gene sets from MsigDB (C2) and performed a series of GSEA on the expression signatures of BR and the CMap drugs. From the results of GSEA, we defined pathway activity score (PAC) as a ‘sign (enrichment score) × -log_10_(*p*-value)’ value to indicate the degree of significance. PAC vectors of equal length (*n* = 6,482) were generated for BR and all CMap drugs. Subsequently, we calculated the Pearson correlation coefficient between PAC vectors of BR and each CMap drug. Based on the similarity of BR and 384 CMap drugs, we could infer MoA or indication of BR from known MoAs or indications of the drugs most similar to BR. We first collected the known associations between 384 drugs and 190 MoAs or 22 indications. We then conducted a one-sided Fisher’s exact test to quantify whether drugs corresponding to each of 190 MoAs or 22 indications had high coefficients. Finally, each MoA or indication was given a single enrichment score, -log_10_(*p*-value), indicating the degree of over-representation of the corresponding drugs within the top 10% based on the correlation coefficient.

### Prediction of indication of W-BR

The CREEDS database contains upregulated and downregulated differentially expressed genes for 324 human diseases (Wang et al., 2018). To focus on the therapeutic effects of W-BR on functional dysregulation, we first identified altered pathways of each disease via an over-representation analysis using the hypergeometric test with 6,482 pathways from the well-curated gene sets. After FDR-based multiple testing correction, significantly enriched pathways for upregulated or downregulated differentially expressed genes of each disease with a Q-value < 0.05 were selected and termed as up- or down-pathways of the disease. Next, up- and down-pathways of diseases were compared one-to-one to down- and up-pathways of W-BR, respectively, and the number of common pathways obtained from both comparisons were summed.

### Cell cytotoxicity assay

To evaluate the effect of W-BR, E-BR, SSa, and SSd on cell proliferation, we performed cells seeding on a 96-well culture plate at a density of 5 × 10^3^/well/100 μL and treated them with the indicated concentrations of W-BR, E-BR, SSa, and SSd for 24 h. The relative cell viabilities were measured using the EZ-Cytox Enhanced Cell Viability Assay kit (Daeil Lab Service Co., Ltd., Seoul, Republic of Korea) according to the manufacturer’s instructions. Colorimetric absorbance was determined at 450 nm using a SpectraMax3 microplate reader (Molecular Devices, LLC, Sunnyvale, CA, United States).

### Immunoblotting

Whole-cell lysates were prepared using a mammalian protein extraction reagent (Thermo Fisher Scientific), and protein concentrations were determined using a bicinchoninic acid kit (Thermo Fisher Scientific). Total protein (25 μg) in each cell lysate was resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis and immunoblotted using specific antibodies. Proteins were visualized using the Clarity™ Western ECL substrate (Bio-Rad, Hercules, CA, United States) and ImageQuant™ LAS 4000 mini (GE Healthcare, Piscataway, NJ, United States). Band intensities were measured using the ImageJ software (v1.53), and the relative expression value of each protein was calculated after normalization based on β-actin expression level. Antibodies against α-actinin (#6487), focal adhesion kinase (FAK) (#3285), talin-1 (#4021), and vinculin (#4650) were obtained from Cell Signaling Technology, Inc. (Danvers, MA, United States), and anti-β-actin antibodies were obtained from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA, United States).

### Cell-to-extracellular matrix adhesion assay

A549 cells pretreated with W-BR, E-BR, SSa, and SSd for 24 h were harvested using TrypLE™ Express solution (Thermo Fisher Scientific) and resuspended in a serum-free medium at 2 ×10^5^ cells/mL. Cells (2 × 10^4^ cells/well) were added to the wells of collagen I, collagen IV, or poly-d-lysine/laminin-coated 96-well culture plates (Corning Life Sciences, Kennebunk, ME, United States). After incubation for 30 min, the cells were washed three times with phosphate-buffered saline to remove unbound floating cells, and the attached cells were stained with a crystal violet solution (0.2% crystal violet in 20% methanol) for 30 min at room temperature. After washing with distilled water, stained cells were dissolved in 200 μl of 1% sodium dodecyl sulfate solution, and the absorbance at 590 nm was measured using a SpectraMax3 microplate reader (Molecular Devices, LLC).

### Migration assay

For the transwell cell migration assay, W-BR, E-BR, SSa, and SSd-treated or untreated A549 cells (1 × 10^5^/well) were resuspended in 100 μl of serum-free culture medium and added onto the upper side of the cell culture insert with an 8 μm pore size PET membrane (BD Falcon, Franklin Lakes, NJ, United States). On the lower side of 24-well culture plates, 600 μl of culture medium containing 10% fetal bovine serum was added to induce cellular chemotaxis. After incubation for 24 h, the cells on the upper surface of the insert were removed with a cotton swab. Cells that migrated to the lower surface of the insert were stained with a crystal violet solution and counted under a phase-contrast microscope. To measure the ability to migrate to the wounded area, we treated A549 cells grown to 90% confluence in a 12-well culture plate with 25 μg/ml mitomycin C (Sigma-Aldrich Co.) for 30 min and wounded them by scraping. After washing out the floating cell debris completely, we incubated the cells in a culture medium with or without W-BR, E-BR, SSa, and SSd for 48 h, and cell migration was monitored under a phase-contrast microscope. The wound closure ability of HaCaT cells pretreated with or without W-BR and E-BR was determined using the Radius™ 96-well Cell Migration Assay kit (Cell Biolabs Inc., San Diego, CA, United States) according to the manufacturer’s instructions.

### Statistical analysis

Data are presented as mean ± standard deviation, and statistical significance was analyzed using GraphPad Prism (GraphPad LLC, San Diego, CA, United States). Comparisons of means between two groups or among more than three groups were analyzed using two-tailed Student’s *t*-test and one-way analysis of variance, respectively. Differences were considered statistically significant at *p* < 0.05.

## Results

### Transcriptomic signatures of bupleuri radix extracts are associated with anti-cancer effects

To investigate the transcriptomic signatures of BR extracts, we generated RNA-seq data from A549 cells, one of the core CMap cell panel cell lines, after treatment with either W-BR or E-BR at three increasing doses. 

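A549 is a human lung adenocarcinoma cell line. The cells were treated for 24 h with W-BR at 20, 100 or 500 μg/ml (the low, medium and high doses), with E-BR at 5.32, 26.6 or 133 μg/ml, or with the DMSO vehicle, and a further group was left untreated. Each condition was sequenced as 3 replicate libraries. They belong to the first of 2 batches, which held 33 libraries from 11 conditions. The authors prepared directional mRNA libraries, sequenced paired-end reads of 100 bp, trimmed adapters with TrimGalore, mapped the reads to GRCh38 with STAR and estimated counts with RSEM. The deposited values are RSEM's expected counts for 60675 Ensembl genes, without normalization between libraries. Of these identifiers, 56558 matched a symbol and a GRCh38 position in GENCODE v44. Total expected counts per library ranged from 20549735 to 27790885 (median 23550834) with W-BR, from 21195611 to 26882463 (median 24606754) with E-BR, from 20506126 to 26917862 (median 23899647) with vehicle and from 24764547 to 26389664 (median 26133605) without treatment. No pair of libraries of one condition was identical, and their mean chi-square per gene was at least 1.78, where counting noise alone gives about 1.
The expected counts were rounded to whole numbers and normalized by edgeR's TMM method. A quasi-likelihood model with one mean per condition was fitted to the 18894 genes that edgeR's expression filter kept, over all libraries of the batch. Each treatment was compared with the vehicle, and genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. The biological coefficient of variation was 0.138. Gene set enrichment analysis was run with fgsea on genes ranked by the sign of the log2 fold change times −log10 p, with 10000 permutations and sets of 15 to 500 genes. The MSigDB gene sets were not used here. In their place stand 19 lists of genes, those of G1/S and G2/M genes taken from the Seurat package and the others written from known gene functions, and the p of each list was adjusted over these lists within a comparison. The text of the paper does not say whether counting used the strand of the reads, so counts of genes that overlap another gene are uncertain.
Replicate 3 of E-BR at the high dose stood apart from the other libraries of the batch. It had 28.6% of its counts on genes shorter than 1 kb, where the other libraries had 15.1% to 19.9%. The mean gene length weighted by its counts was 1928 bp, against 2334 to 2738 bp in the others. It was kept in all fits except where its absence is stated.

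**Figure D1:**
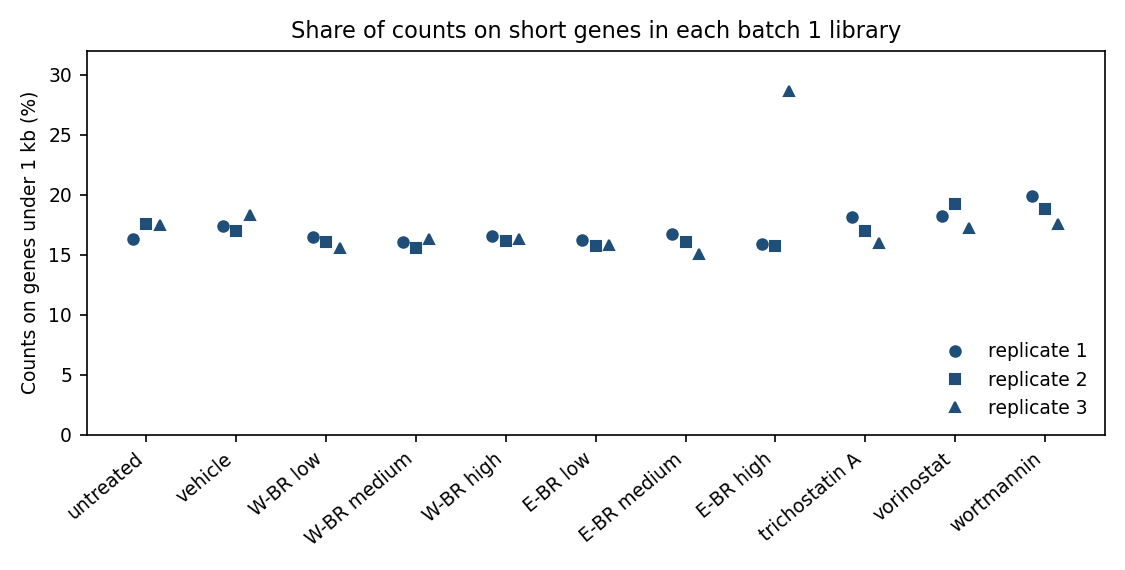
Percent of counts on genes shorter than 1 kb (y axis) in each library of batch 1, by condition (x axis). Each point is a library and its shape gives the replicate number. E-BR high dose replicate 3 lies at 28.6%.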

After obtaining differentially expressed genes compared to the vehicle treatment, we performed GSEA using the hallmark gene sets representing well-defined biological processes with coherent expression. 

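With W-BR, 0 genes changed at the low dose (902 at an unadjusted p under 0.05), 0 at the medium dose (980 unadjusted) and 9 at the high dose (1130 unadjusted), all of the last lower than with vehicle. With E-BR the counts were 0 at the low dose (1050 unadjusted), 0 at the medium dose (1228 unadjusted) and 2394 at the high dose, 1714 of them higher and 680 lower. The counts moved most when only the 6 libraries of each comparison were fitted. At the low dose of W-BR 186 genes were then higher and 227 lower, and 1055 and 911 genes changed at its medium and high doses. With E-BR the counts were then 972, 569 and 0 at the low, medium and high doses, the last with 565 genes at an unadjusted p under 0.05. Without E-BR high dose replicate 3, an alternative chosen after seeing the data, 394 genes changed with W-BR and 1613 with E-BR at the high dose. Of the 9 genes changed by W-BR at the high dose, 4 were also changed by E-BR at the high dose, all in the same direction. Without that replicate 251 genes were changed by both extracts, 249 of them in the same direction. Of the genes changed by E-BR, 726 were changed both with and without it.
The largest falls with the high dose of W-BR were in ATOH8 (ENSG00000168874, chromosome 2 from 85751344 to 85791383), ID4 (ENSG00000172201, chromosome 6 from 19837370 to 19842197) and H19 (ENSG00000130600, chromosome 11 from 1995166 to 2004552), an imprinted long non-coding RNA. ATOH8 fell from 15.3 ± 0.637 to 7.22 ± 0.564 normalized counts per 1e6 (CPM; SD, n = 3), a log2 fold change of −1.08 (standard error 0.18, adjusted p = 0.00956 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ID4 had 7.03 ± 0.488 CPM with W-BR and 14.1 ± 0.326 with vehicle, a log2 fold change of −0.998 (standard error 0.10, adjusted p = 2e-06 from the same test). H19 had a log2 fold change of −0.81 with W-BR (standard error 0.15, adjusted p = 0.0356) and of −1.27 with the high dose of E-BR (standard error 0.15, adjusted p = 6.87e-06), from 80.5 ± 4.24 CPM with vehicle. Each of these genes was lower in 3 of 3 replicate numbers.
With the high dose of E-BR the largest rises were in RN7SL2 (ENSG00000274012, chromosome 14 from 49862550 to 49862849), RN7SL1 (ENSG00000276168, chromosome 14 from 49586580 to 49586878) and TMEM160 (ENSG00000130748, chromosome 19 from 47045909 to 47048624). Their log2 fold changes were 2.29 (standard error 0.68, adjusted p = 0.0291), 2.01 (standard error 0.58, adjusted p = 0.0262) and 1.90 (standard error 0.41, adjusted p = 0.00746). RN7SL1 and RN7SL2 are near-identical copies, so their counts are uncertain. TMEM160 rose by 3.22 on the log2 scale in replicate 3 and by 0.54 and 0.45 in replicates 1 and 2. Besides H19, the largest falls were in NR4A3 (ENSG00000119508, chromosome 9 from 99821855 to 99866891), with a log2 fold change of −1.34 (standard error 0.26, adjusted p = 0.00295), and in LINC01554 (ENSG00000236882, chromosome 5 from 95838245 to 95860141), which had at most 3 counts in every library of both groups (adjusted p = 0.0187). ATOH8, ID4, H19, RN7SL2, RN7SL1, LINC01554 and NR4A3 overlap other annotated genes.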

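Across the 18894 genes tested, the log2 fold changes of W-BR and E-BR against vehicle had a Pearson r of 0.61 at the low dose, 0.628 at the medium dose and 0.415 at the high dose. Spearman's rho was 0.67, 0.674 and 0.295. These correlations are across genes, which are not independent replicates, and both comparisons share the vehicle libraries. Over the 11706 genes with an average log2 CPM of at least 2, and between differences of single libraries that had no library in common, the mean r over 6 pairings was 0.367 at the low dose (from 0.303 to 0.431), 0.342 at the medium dose (from 0.259 to 0.434) and 0.207 at the high dose (from −0.249 to 0.466). For the high dose it was 0.379 over the 4 pairings without E-BR high dose replicate 3. Of the alternatives tried, the untreated libraries as the control of E-BR moved the high dose r most, to 0.078.
The normalized enrichment scores (NES) of W-BR and E-BR had the same sign in 17 of the 19 lists at the low dose, 15 at the medium dose and 10 at the high dose. From the low to the high dose the NES rose or fell without a turn in 12 of 19 lists with W-BR and in 7 with E-BR, where an order of doses drawn at random gives 6.3. Its sign was the same at all doses in 10 lists with W-BR and 13 with E-BR.

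**Figure D2:**
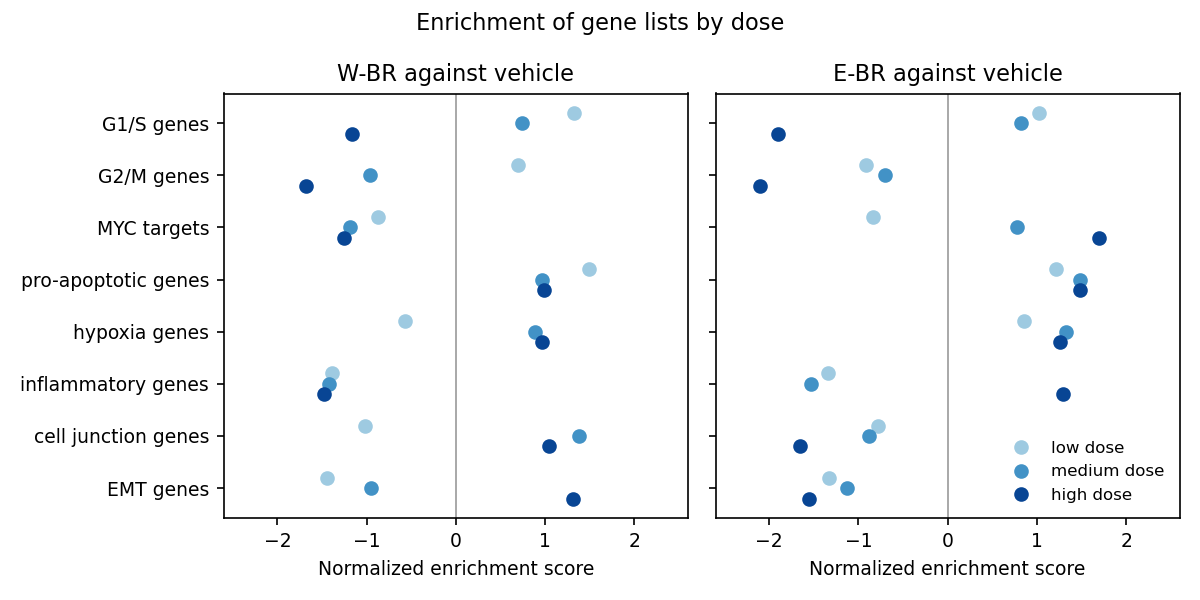
Normalized enrichment score (x axis) of gene lists (y axis) at the low, medium and high doses of W-BR (left) and E-BR (right) against vehicle. Each point is a comparison of 3 libraries with 3, and for MYC targets at the high dose the score was −1.26 with W-BR and 1.70 with E-BR.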

The resulting enrichment patterns were largely similar between W-BR and E-BR, and the normalized enrichment scores usually increased or decreased gradually, consistent with the drug dose (Figure 1A). Specifically, the pathways associated with anti-cancer effects were altered by treatment with W-BR and E-BR (Figure 1B). Moreover, pathways associated with the cell cycle and proliferation, including E2F targets, G2M checkpoint, and MYC targets were decreased following treatment with W-BR or E-BR. 

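Lists of 43 G1/S genes, many of them targets of E2F, 54 G2/M genes and 53 MYC targets stood in for the hallmark sets. With W-BR at the high dose the G1/S genes had an NES of −1.17 (adjusted p = 0.424 from fgsea's permutation test), and 19 of them had a positive log2 fold change. The G2/M genes had an NES of −1.68 (adjusted p = 0.0174), 14 of them positive, and their mean log2 difference from vehicle over same-numbered libraries was −0.062 ± 0.035 (SD, n = 3), lower in 3 of 3. The MYC targets had an NES of −1.26 (adjusted p = 0.282), with a mean log2 difference of −0.052 ± 0.031 (SD, n = 3). Of these lists 0 genes were changed, both with p adjusted over all genes and over each list alone.
With the high dose of E-BR the G1/S genes had an NES of −1.90 (adjusted p = 0.00359 from fgsea's permutation test) and a mean log2 difference of −0.16 ± 0.12 (SD, n = 3), lower in 3 of 3. The G2/M genes had an NES of −2.10 (adjusted p = 0.00207) and a mean log2 difference of −0.19 ± 0.13 (SD, n = 3), also lower in 3 of 3. Adjusted over all genes, 6 G1/S genes and 12 G2/M genes were changed, and 7 and 25 with p adjusted over the list. The MYC targets had an NES of 1.70 (adjusted p = 0.00359), 41 of 53 positive. Their mean log2 difference was 0.44 in replicate 3 and 0.012 and −0.033 in replicates 1 and 2. Without E-BR high dose replicate 3, the NES of the MYC targets was 0.807 (adjusted p = 0.787 from fgsea's permutation test).
Among the G1/S genes with W-BR, RRM2 (ENSG00000171848, chromosome 2) and HELLS (ENSG00000119969, chromosome 10) had log2 fold changes of −0.19 (standard error 0.062) and −0.19 (standard error 0.086), with adjusted p of 0.583 and 0.805 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the G2/M genes, SMC4 (ENSG00000113810, chromosome 3) and AURKA (ENSG00000087586, chromosome 20) had log2 fold changes of −0.22 (standard error 0.070) and −0.16 (standard error 0.069), with adjusted p of 0.578 and 0.768. Among the MYC targets, CAD (ENSG00000084774, chromosome 2) and SORD (ENSG00000140263, chromosome 15) had log2 fold changes of 0.21 (standard error 0.083) and −0.14 (standard error 0.066), with adjusted p of 0.682 and 0.8. With E-BR, the G1/S genes EXO1 (ENSG00000174371, chromosome 1) and CDC6 (ENSG00000094804, chromosome 17) had log2 fold changes of −0.57 (standard error 0.12) and −0.41 (standard error 0.094), with adjusted p of 0.00707 and 0.0107. AURKA and NUSAP1 (ENSG00000137804, chromosome 15) had −0.34 (standard error 0.069) and −0.41 (standard error 0.088), with adjusted p of 0.00517 and 0.00683. The MYC targets CDK4 (ENSG00000135446, chromosome 12) and SLC29A2 (ENSG00000174669, chromosome 11) had log2 fold changes of 0.86 (standard error 0.18) and 0.56 (standard error 0.14), with adjusted p of 0.00529 and 0.017. RRM2, HELLS, SMC4, SORD, NUSAP1, CDK4 and SLC29A2 overlap other annotated genes.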

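A list of 29 pro-apoptotic genes had an NES of 0.991 (adjusted p = 0.664 from fgsea's permutation test) at the high dose of W-BR, with 17 genes positive. None of its genes was changed, with p adjusted over all genes or over the list. TNFRSF10B (ENSG00000120889, chromosome 8) and DFFA (ENSG00000160049, chromosome 1) had log2 fold changes of 0.24 (standard error 0.10) and −0.18 (standard error 0.10), with adjusted p of 0.777 and 0.871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At the high dose of E-BR the list had an NES of 1.48 (adjusted p = 0.0635) and 18 positive genes. Its mean log2 difference from vehicle was 0.41 in replicate 3 and 0.059 and 0.011 in replicates 1 and 2, 0.16 ± 0.22 over all (SD, n = 3). Of its genes, 9 were changed with p adjusted over all genes and 9 with p adjusted over the list. With E-BR, BID (ENSG00000015475, chromosome 22) and TRADD (ENSG00000102871, chromosome 16) had log2 fold changes of 0.60 (standard error 0.16) and 0.79 (standard error 0.21), with adjusted p of 0.017 and 0.018. TNFRSF10B, DFFA and BID overlap other annotated genes. Between the extracts this list had an NES of −1.48 (adjusted p = 0.0505 from fgsea's permutation test), W-BR against E-BR at the high dose.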

The apoptotic pathway was increased by E-BR but not by W-BR. Additionally, hypoxia and the inflammatory response were increased by E-BR, whereas apical junction and epithelial-mesenchymal transition were more significantly increased following treatment with W-BR.

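For 34 hypoxia genes, E-BR at the high dose gave an NES of 1.26 (adjusted p = 0.161 from fgsea's permutation test) and W-BR an NES of 0.96 (adjusted p = 0.706). The mean log2 difference of this list from vehicle with E-BR was 0.073 ± 0.12 (SD, n = 3), above 0 in 3 of 3 replicate numbers. For 26 inflammatory genes, E-BR gave an NES of 1.29 (adjusted p = 0.153) with a mean log2 difference of 0.10 ± 0.043 (SD, n = 3), above 0 in 3 of 3, and W-BR an NES of −1.48 (adjusted p = 0.146) with −0.10 ± 0.028 (SD, n = 3), below 0 in 3 of 3. With E-BR 7 hypoxia genes and 7 inflammatory genes were changed when p was adjusted over all genes, and 11 and 10 when it was adjusted over the list. The hypoxia genes STC2 (ENSG00000113739, chromosome 5) and EGLN1 (ENSG00000135766, chromosome 1) had log2 fold changes of 0.64 (standard error 0.10) and −0.52 (standard error 0.12), with adjusted p of 0.000167 and 0.0092 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The inflammatory genes IRAK2 (ENSG00000134070, chromosome 3) and CSF1 (ENSG00000184371, chromosome 1) had log2 fold changes of 0.67 (standard error 0.11) and 0.27 (standard error 0.064), with adjusted p of 0.000524 and 0.0109. With W-BR 0 genes of either list were changed with p adjusted over all genes, and 1 hypoxia gene and 0 inflammatory genes with p adjusted over the list. The log2 fold change of the hypoxia gene SLC2A1 (ENSG00000117394, chromosome 1) with W-BR was 0.15 (standard error 0.053, adjusted p = 0.647). Those of its inflammatory genes PTGS2 (ENSG00000073756, chromosome 1) and NFKBIA (ENSG00000100906, chromosome 14) were −0.54 and −0.18 (standard errors 0.20 and 0.078, adjusted p = 0.678 and 0.774).
The 62 cell junction genes had an NES of 1.04 (adjusted p = 0.588) with W-BR and an NES of −1.65 (adjusted p = 0.00718) with E-BR. With E-BR their mean log2 difference was −0.59 in replicate 3 and −0.011 and −0.039 in replicates 1 and 2. The 57 EMT genes had an NES of 1.31 (adjusted p = 0.199) with W-BR, a mean log2 difference of 0.018 ± 0.041 (SD, n = 3), and an NES of −1.55 (adjusted p = 0.0203) with E-BR. Without E-BR high dose replicate 3 the NES of the EMT genes with E-BR was 1.08 and that of the cell junction genes −1.20. With W-BR, the cell junction genes CDH4 (ENSG00000179242, chromosome 20) and CLDN2 (ENSG00000165376, chromosome X) had log2 fold changes of 0.30 (standard error 0.064) and −0.28 (standard error 0.092), with adjusted p of 0.102 and 0.583. The EMT gene COL4A2 (ENSG00000134871, chromosome 13) rose with W-BR by a log2 fold change of 0.26 (standard error 0.077, adjusted p = 0.487). In the same lists with E-BR, CLDN23 (ENSG00000253958, chromosome 8) and CDH1 (ENSG00000039068, chromosome 16) had log2 fold changes of 0.42 (standard error 0.088) and −0.70 (standard error 0.16), with adjusted p of 0.00909 and 0.0107. The EMT genes IGFBP3 (ENSG00000146674, chromosome 7) and TIMP3 (ENSG00000100234, chromosome 22) had log2 fold changes of −0.42 (standard error 0.085) and −0.51 (standard error 0.10), with adjusted p of 0.00415 and 0.005. PTGS2, CDH4, CLDN2, COL4A2, CDH1 and TIMP3 overlap other annotated genes. The paper states that pathways tied to anti-cancer effects were altered by both extracts (Figure 1B).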

**FIGURE 1:**
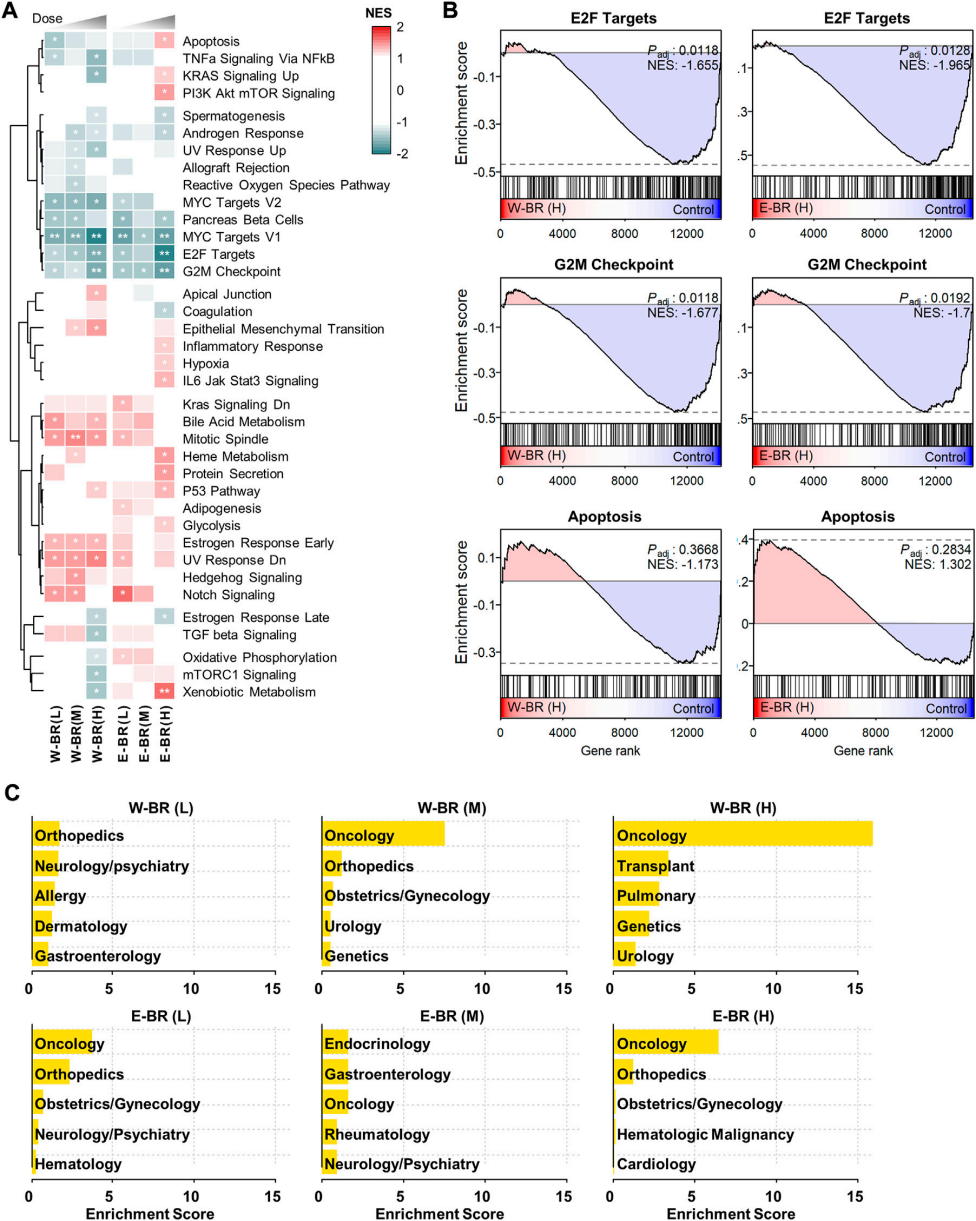
Transcriptomic signatures of bupleuri radix water extract (W-BR) and bupleuri radix ethanol extract (E-BR). **(A)** Dose-dependent gene set enrichment analysis results of W-BR and E-BR with the 50 hallmark gene sets. Only 37 gene sets with at least one condition showing a change of adjusted *p*-value (*P*_adj_) < 0.3 were displayed. * *P*_adj_ < 0.3 and ** *P*_adj_ < 0.05 vs. DMSO vehicle control. **(B)** The selections related to anti-cancer effects of W-BR (left) and E-BR (right). **(C)** The top-enriched indications of drugs whose expression signatures were similar to those of W-BR (upper) and E-BR (lower). A total of 384 FDA-approved drugs in the Connectivity Map database were used for comparison. The enrichment score is defined as–log_10_ (*p*-value) estimated in the hypergeometric test. L, M, and H denote the conditions of low, medium, and high dose, respectively. E-BR: Bupleuri radix ethanol extract; W-BR: Bupleuri radix water extract.

Subsequently, we investigated MoAs and indications of known drugs that induced gene expression changes similar to those induced by BR in the CMap database. Changes in gene expression (collectively termed gene signatures) induced by BR treatment were compared with all the gene signatures of 384 FDA-approved drugs in the CMap database (Supplementary Figure S1A). Drugs that induce highly similar expression signatures are postulated to have similar physiological effects on cells. Most of the drugs highly similar to BR were enriched with anti-cancer drugs (Figure 1C), and their known MoAs included the inhibition of epidermal growth factor receptor, RAF, MAPK/ERK Kinase, SRC, and mTOR signaling pathways (Supplementary Figure S2A).

To assess the reproducibility and reliability of transcriptome data obtained from our in-house culture and treatment system, we generated RNA-seq data using three drugs designated as positive control drugs in the CMap database, vorinostat, trichostatin A, and wortmannin, which induce strong and consistent changes in gene expression. 

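Trichostatin A at 0.64 μM, vorinostat at 10 μM and wortmannin at 1.95 μM were given to A549 cells for 24 h, in the batch that also holds the extracts and their vehicle. Trichostatin A and vorinostat inhibit histone deacetylases, and wortmannin inhibits phosphoinositide 3-kinases. Each drug had 3 libraries. Their total expected counts ranged from 18306655 to 22643701 (median 22580427) with trichostatin A, from 25540623 to 28259005 (median 26225766) with vorinostat and from 21800829 to 24708163 (median 23214637) with wortmannin. Wortmannin was also given in the second batch of the study, where its libraries had 21288824 to 26802825 counts (median 25473007). Counts were processed and fitted as for the extracts, and each drug was compared with the vehicle of its own batch. The CMap signatures were not used here.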

The original indications and MoAs of the three drugs were accurately predicted (Supplementary Figures S2B, S2C). Furthermore, we compared the GSEA results from our RNA-seq data and CMap data and showed similar perturbational patterns across various biological functions (Supplementary Figure S3). 

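Trichostatin A changed 13800 genes (7293 higher and 6507 lower), vorinostat 13646 (7255 higher and 6391 lower) and wortmannin 3887 (1869 higher and 2018 lower). In the second batch wortmannin changed 9222 of 17604 genes tested. Of the genes changed by trichostatin A, 12802 were also changed by vorinostat, 12797 of them in the same direction. For wortmannin, 3587 genes were changed in both batches, all in the same direction. Across genes, which are not independent replicates, the log2 fold changes of trichostatin A and vorinostat had an r of 0.979, and 0.973 between differences without a shared library. For wortmannin the r between the batches, which share no library, was 0.659 over 17063 genes. Between single differences of wortmannin it was 0.841 on average (from 0.784 to 0.882), over the 11539 genes with an average log2 CPM of at least 2. Requiring a log2 fold change of at least 1 in size moved the counts of trichostatin A and vorinostat most, to 8472 and 8249, and that of wortmannin ranged over the alternatives from 688 with this minimum to the count of the second batch.
The G2/M genes had an NES of −2.69 with trichostatin A, −2.74 with vorinostat and −2.61 with wortmannin (adjusted p = 0.000659, 0.000647 and 0.000536 from fgsea's permutation test). Their mean log2 differences from vehicle were −1.58 ± 0.038, −1.55 ± 0.018 and −1.60 ± 0.002 (SD, n = 3), lower in 3 of 3 replicate numbers with each drug. The 50 lysosome genes had an NES of 1.66, 1.62 and 2.20 (adjusted p = 0.00536, 0.00882 and 0.000536), with mean log2 differences of 0.34 ± 0.028, 0.35 ± 0.032 and 0.33 ± 0.028 (SD, n = 3), higher in 3 of 3. In the second batch the NES with wortmannin were −2.41 for the G2/M genes and 2.29 for the lysosome genes. With p adjusted over all genes, 49, 48 and 53 G2/M genes and 42, 40 and 27 lysosome genes were changed by trichostatin A, vorinostat and wortmannin. Adjusted over the list alone, the counts were 51, 48 and 53 G2/M genes and 42, 40 and 33 lysosome genes.
The largest rises with trichostatin A and vorinostat were in HBA2 (ENSG00000188536, chromosome 16 from 172876 to 173710), MIR7-3HG (ENSG00000176840, chromosome 19 from 4769031 to 4785077) and GPR50 (ENSG00000102195, chromosome X from 151176584 to 151181465), which had at most 3 counts in each vehicle library. HBA2 was at least 196-fold higher with trichostatin A and at least 156-fold with vorinostat (adjusted p = 7.38e-10 and 1.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its counts are uncertain because of its near-identical copy HBA1. MIR7-3HG was at least 445-fold and 210-fold higher (adjusted p = 2.53e-14 and 3.28e-13), and GPR50 at least 184-fold and 129-fold (adjusted p = 2.72e-15 and 1.22e-14). HGD (ENSG00000113924, chromosome 3 from 120628172 to 120682269) had log2 fold changes of −6.04 with trichostatin A and −6.39 with vorinostat (adjusted p = 1.85e-19 and 9.28e-20). With trichostatin A, UGT1A9 (ENSG00000241119, chromosome 2) was at least 46.1-fold lower and SPDEF (ENSG00000124664, chromosome 6) at least 33-fold lower, and UGT1A9 shares its last exons with paralogs. With vorinostat, NUPR1 (ENSG00000176046, chromosome 16) was at least 75-fold lower and PAPPA-AS1 (ENSG00000256040, chromosome 9) had a log2 fold change of −6.17 (standard error 0.52).
Wortmannin raised GNG7 (ENSG00000176533, chromosome 19), SNHG32 (ENSG00000204387, chromosome 6) and ZFAS1 (ENSG00000177410, chromosome 20) most, by log2 fold changes of 2.25, 1.85 and 1.85 (standard errors 0.60, 0.19 and 0.22, adjusted p = 0.00753, 2.6e-08 and 4.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its largest falls were in CDC20P1 (ENSG00000231007, chromosome 9), a pseudogene of CDC20, and PIF1 (ENSG00000140451, chromosome 15), with −2.45 and −2.37 (standard errors 0.14 and 0.19), and in TM4SF18-AS1 (ENSG00000244468, chromosome 3), which was at least 1.57-fold lower. Among the G2/M genes, HJURP (ENSG00000123485, chromosome 2) had log2 fold changes of −3.84 with trichostatin A and −3.78 with vorinostat, AURKA (ENSG00000087586, chromosome 20) of −2.61 with trichostatin A and −2.20 with wortmannin, and TOP2A (ENSG00000131747, chromosome 17) of −2.11 with vorinostat and −1.97 with wortmannin. Among the lysosome genes, NEU1 (ENSG00000204386, chromosome 6) rose by 4.42 with trichostatin A and 4.15 with vorinostat, and GM2A (ENSG00000196743, chromosome 5) by 1.90 and 1.91. With wortmannin MAN2B1 (ENSG00000104774, chromosome 19) rose by 0.80 and CTSS (ENSG00000163131, chromosome 1) by 0.94. MIR7-3HG, GPR50, UGT1A9, HJURP, GM2A, PAPPA-AS1, TOP2A, GNG7, SNHG32, ZFAS1, TM4SF18-AS1, CDC20P1 and MAN2B1 overlap other annotated genes. From the predicted indications and modes of action of these drugs (Supplementary Figures S2B, S2C) and their similar enrichment patterns in the RNA-seq and CMap data (Supplementary Figure S3), the paper proposes that transcriptome data of treated cells can be used to identify modes of action and indications.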

Taken together, these results support that drug-induced transcriptome data can be utilized to identify pharmacological indications and MoAs of a single or combinations of multiple complex compounds.

### Adhesion and migration pathways are enhanced in W-BR compared with E-BR

The obatined GSEA profiles showed different effects as well as common effects between W-BR and E-BR compared to controls (Figure 1). To highliht the distinct transcriptomic effects of W-BR and E-BR, we performed GSEA directly for the differential expression of W-BR vs. E-BR for each of the three doses using 10,403 pathways from the curated and ontology gene sets. 

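In the direct comparison of W-BR with E-BR, 0 genes changed at the low dose (1.3e+02 higher and 95 lower at an unadjusted p under 0.05), 0 at the medium dose (251 unadjusted) and 765 at the high dose, 154 of them higher and 611 lower with W-BR. The high dose count ranged over the alternatives from 0 genes when only its 6 libraries were fitted (356 unadjusted) to 1998 with DESeq2 and its size factors. It was 437 without E-BR high dose replicate 3, the alternative chosen after seeing the data.
The genes with the largest rises in W-BR against E-BR were COL4A3 (ENSG00000169031, chromosome 2 from 227164624 to 227314792), COL12A1 (ENSG00000111799, chromosome 6 from 75084326 to 75206267) and COL4A4 (ENSG00000081052, chromosome 2 from 227002714 to 227164453), all collagen chains. COL4A3 had 7.54 ± 0.862 CPM with W-BR and 3.03 ± 1.32 with E-BR (SD, n = 3), a log2 fold change of 1.28 (standard error 0.19, adjusted p = 0.000209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of COL12A1 and COL4A4 were 0.97 and 0.91 (standard errors 0.23 and 0.15, adjusted p = 0.0209 and 0.00114). The largest falls were in UAP1L1 (ENSG00000197355, chromosome 9 from 137077517 to 137084539), THAP3 (ENSG00000041988, chromosome 1 from 6624868 to 6635586) and APOE (ENSG00000130203, chromosome 19 from 44905791 to 44909393). UAP1L1 had 6.02 ± 1.04 CPM with W-BR and 18.1 ± 1.65 with E-BR (SD, n = 3), a log2 fold change of −1.59 (standard error 0.10, adjusted p = 1.26e-10) that lay between −1.75 and −1.46 in the 3 replicate numbers. Those of THAP3 and APOE were −1.55 and −1.54 (standard errors 0.40 and 0.29, adjusted p = 0.0336 and 0.00317). In replicate 3 alone they were −2.49 and −2.58, and the other replicate numbers lay between −0.70 and −0.069. COL4A3, THAP3 and APOE overlap other annotated genes.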

Network analysis of the GSEA results using EnrichmentMap showed 20 functional clusters for enriched pathways (Figure 2A). 

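Lists of 92 ECM genes and 62 cell junction genes were compared between the extracts at the high dose. W-BR against E-BR gave the ECM genes an NES of 2.52 (adjusted p = 0.00208 from fgsea's permutation test), with 58 of them higher with W-BR, and the cell junction genes an NES of 1.96 (adjusted p = 0.00195), with 42 higher. The mean log2 difference of the ECM genes was 0.088, 0.054 and 0.50 in replicates 1, 2 and 3, and that of the cell junction genes 0.043, 0.002 and 0.56. Changed genes numbered 10 among the ECM genes and 1 among the cell junction genes with p adjusted over all genes, and 23 and 1 with p adjusted over the list. The ECM genes FGB (ENSG00000171564, chromosome 4) and FGA (ENSG00000171560, chromosome 4) had log2 fold changes of 0.80 (standard error 0.091) and 0.47 (standard error 0.066), with adjusted p of 3.51e-06 and 9.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The cell junction genes CDH1 (ENSG00000039068, chromosome 16) and CDH2 (ENSG00000170558, chromosome 18) had log2 fold changes of 0.82 (standard error 0.16) and 0.56 (standard error 0.19), with adjusted p of 0.00541 and 0.0697. CDH1 and CDH2 overlap other annotated genes.

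**Figure D3:**
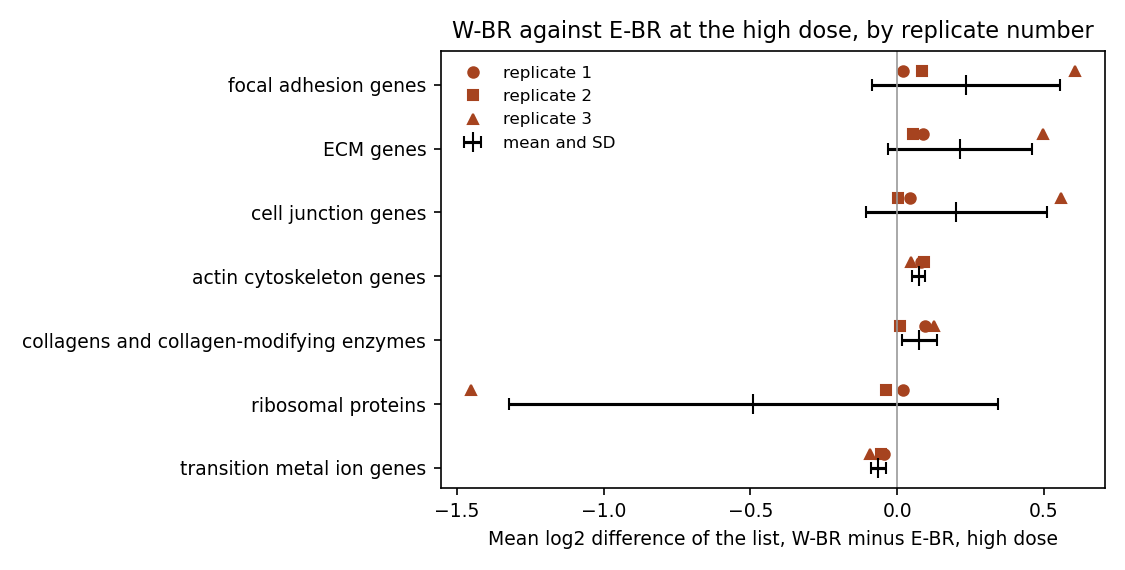
Mean log2 difference of each gene list (y axis) between W-BR and E-BR at the high dose (x axis). Points are the differences between same-numbered libraries, and the bars give their mean and SD (n = 3). For the ribosomal proteins, replicate 3 lies at −1.45 and replicates 1 and 2 at 0.020 and −0.038.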

Among the enriched clusters for W-BR, cell adhesion, adherens junction, and ECM were the largest clusters. 

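The 75 actin cytoskeleton genes had an NES of 1.69 (adjusted p = 0.00195 from fgsea's permutation test) for W-BR against E-BR at the high dose. Their mean log2 difference was 0.073 ± 0.023 (SD, n = 3), higher with W-BR in 3 of 3 replicate numbers, and 43 of the genes were higher. Of these, 3 were changed with p adjusted over all genes and 4 with p adjusted over the list. CNN3 (ENSG00000117519, chromosome 1) and TPM4 (ENSG00000167460, chromosome 19) had log2 fold changes of 0.35 (standard error 0.077) and 0.38 (standard error 0.10), with adjusted p of 0.0129 and 0.0425 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TPM4 overlaps another annotated gene.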

We also noted that the cluster of the actin cytoskeleton was enriched with W-BR treatment. The clusters of ion transition and eukaryotic translation were enriched with E-BR treatment but discrepant according to dose.

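The 72 transition metal ion genes had an NES of −1.64 (adjusted p = 0.00349 from fgsea's permutation test) for W-BR against E-BR at the high dose, an NES of −0.713 (adjusted p = 0.999) at the medium dose and an NES of −0.846 (adjusted p = 0.998) at the low dose. Their mean log2 difference at the high dose was −0.064 ± 0.026 (SD, n = 3), lower with W-BR in 3 of 3 replicate numbers. Among them 15 were changed with p adjusted over all genes and 27 with p adjusted over the list. HMOX1 (ENSG00000100292, chromosome 22) and SLC40A1 (ENSG00000138449, chromosome 2) had log2 fold changes of −0.74 (standard error 0.13) and 0.47 (standard error 0.10), with adjusted p of 0.00152 and 0.00644 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 79 ribosomal proteins, taken for translation, had an NES of −2.78 (adjusted p = 0.000759) at the high dose, an NES of −1.66 (adjusted p = 0.0303) at the medium dose and an NES of 0.832 (adjusted p = 0.998) at the low dose. At the high dose, 0 of them were higher with W-BR, and their mean log2 difference was −0.49 ± 0.83 (SD, n = 3), made up of −1.45 in replicate 3 and 0.020 and −0.038 in replicates 1 and 2. Without E-BR high dose replicate 3 the NES changed sign, to 1.47 (adjusted p = 0.0248 from fgsea's permutation test). In this list 6 genes were changed with p adjusted over all genes and 76 with p adjusted over the list. RPS29 (ENSG00000213741, chromosome 14) and RPLP2 (ENSG00000177600, chromosome 11) had log2 fold changes of −1.26 (standard error 0.34) and −1.15 (standard error 0.31), with adjusted p of 0.0407 and 0.0427. Ribosomal protein genes have many processed pseudogenes, so their counts are uncertain. RPS29 and RPLP2 also overlap other annotated genes.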

**FIGURE 2:**
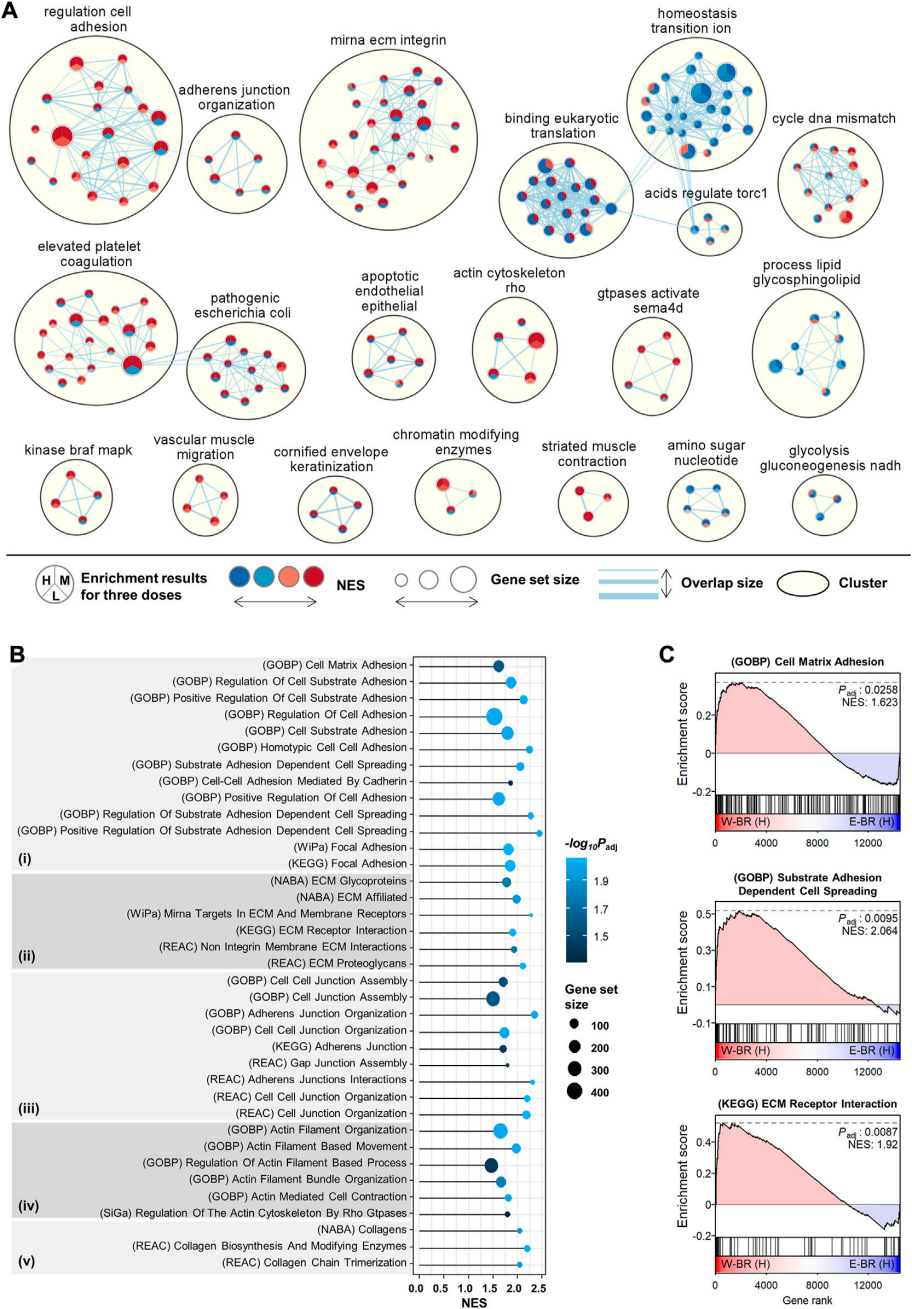
Enriched pathways in bupleuri radix water extract (W-BR) compared to bupleuri radix ethanol extract (E-BR). **(A)** Network analysis of enriched pathways using the EnrichmentMap application in Cytoscape. The curated and ontology gene sets were included from the misigDB. The clusters with more than three pathways were represented. **(B)** gene set enrichment analysis (GSEA) results for the selected pathways involved in adhesion **(i)**, extracellular matrix **(ii)**, junction **(iii)**, actin **(iv)**, and collagen **(v)**. **(C)** The selected GSEA plots for cell-matrix adhesion, cell-substrate adhesion, and cell spreading. L, M, or H denotes the conditions of low, medium, or high dose, respectively. GOBP, Gene Ontology Biological Processes; WiPa, Wikipathway; REAC, Reactome; KEGG, Kyoto Encyclopedia of Genes and Genomes; NABA, Naba **(A)** E-BR: bupleuri radix ethanol **extract**; W-BR: bupleuri radix water extract.

We focused on the newly identified effects of W-BR by searching pathways with the keywords “adhesion,” “ECM,” “junction,” “actin,” and “collagen.” All searched significant pathways (adjusted *p* < 0.05) were higher with W-BR than with E-BR (Figure 2B). 

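The lists of focal adhesion, ECM, cell junction, actin cytoskeleton and collagen genes cover these keywords. All of them had a positive NES and an adjusted p under the threshold from fgsea's permutation test for W-BR against E-BR at the high dose. With camera, which allows for correlation between genes, none of them passed the threshold there. Its adjusted p ran from 0.0847 for the ECM genes to 0.243 for the collagens. By fgsea's permutation test none of the lists passed the threshold at the low dose, where the smallest adjusted p was 0.979, for the cell junction list. At the medium dose the smallest was 0.0838, for the ECM genes, with an NES of 1.47. Their NES at the low dose were −0.842 (focal adhesion), 0.741 (ECM), −1.16 (cell junction), 0.956 (actin cytoskeleton) and 0.797 (collagens). At the medium dose the focal adhesion genes had an NES of 0.7, the cell junction genes of 1.11, the actin cytoskeleton genes of 1.35 and the collagens of 1.18.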

The pathways of cell-matrix adhesion, substrate adhesion-dependent cell spreading, and focal adhesion were specifically increased by W-BR (Figure 2C). 

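The 69 focal adhesion genes, which include integrins and the proteins that link them to actin, had an NES of 2.08 (adjusted p = 0.00195 from fgsea's permutation test) for W-BR against E-BR at the high dose, and 50 of them were higher with W-BR. Their mean log2 difference was 0.60 in replicate 3 and 0.020 and 0.083 in replicates 1 and 2, 0.23 ± 0.32 over all (SD, n = 3). Of them, 7 were changed with p adjusted over all genes, 5 higher and 2 lower, and 10 with p adjusted over the list. CAV1 (ENSG00000105974, chromosome 7) and ITGAX (ENSG00000140678, chromosome 16) had log2 fold changes of 0.30 (standard error 0.060) and −0.99 (standard error 0.20), with adjusted p of 0.00566 and 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CAV1 and ITGAX overlap other annotated genes.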

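The list of 61 collagens and collagen-modifying enzymes had an NES of 1.72 (adjusted p = 0.00349 from fgsea's permutation test) for W-BR against E-BR at the high dose. With W-BR 30 of these genes were higher, and the mean log2 difference was 0.075 ± 0.060 (SD, n = 3), higher in 3 of 3 replicate numbers. In the list 4 genes were changed and higher, 3 changed and lower, and 10 changed with p adjusted over the list. COL4A3 and COL4A4, which lie side by side on chromosome 2, were the genes of the list with the smallest adjusted p.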

Additionally, the pathways of focal adhesion, cell-cell junction assembly, actin-mediated cell contraction, actin filament-based movement, collagen biosynthesis, and modifying enzymes were increased. These results suggest that W-BR has different adhesion and migration effects than E-BR.

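Without E-BR high dose replicate 3, the alternative chosen after seeing the data, the NES for W-BR against E-BR at the high dose were 1.53 for the focal adhesion genes (adjusted p = 0.018 from fgsea's permutation test), 2.33 for the ECM genes (adjusted p = 0.000988), 1.49 for the cell junction genes (adjusted p = 0.0248), 2.09 for the actin cytoskeleton genes (adjusted p = 0.000988) and 1.86 for the collagens (adjusted p = 0.00223). Camera, under which none of these lists passed the threshold with all libraries, was not run for this fit. From the pathways higher with W-BR than with E-BR, the paper proposes that the extracts differ in their effects on adhesion and migration.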

### W-BR increases and E-BR decreases focal adhesion protein levels

To experimentally validate the transcriptome analyses, we first determined the cytotoxic effects of W-BR and E-BR on A549 cells after incubation at the indicated concentrations for 24 h. W-BR and E-BR were dissolved in 2% DMSO to a final concentration of 10 mg/ml, and 0.1% DMSO was used as the vehicle control. At concentrations up to 200 μg/ml W-BR and 100 μg/ml E-BR, cell viability was maintained over 90% with no significant change in cell morphology compared with that of untreated control cells (Figures 3A,B). Therefore, in subsequent studies, cells were treated with W-BR at 100 and 200 μg/ml and E-BR at 50 and 100 μg/ml. As W-BR and E-BR were predicted to have different effects on adhesion and migration, we next examined their effects on the expression of focal adhesion-associated proteins in A549 cells by western blotting. W-BR significantly increased the levels of FAK and vinculin in a dose-dependent manner but did not affect the levels of ɑ-actinin and talin-1. In contrast, E-BR reduced the levels of FAK, talin-1, and vinculin in a dose-dependent manner (Figure 3C).

**FIGURE 3:**
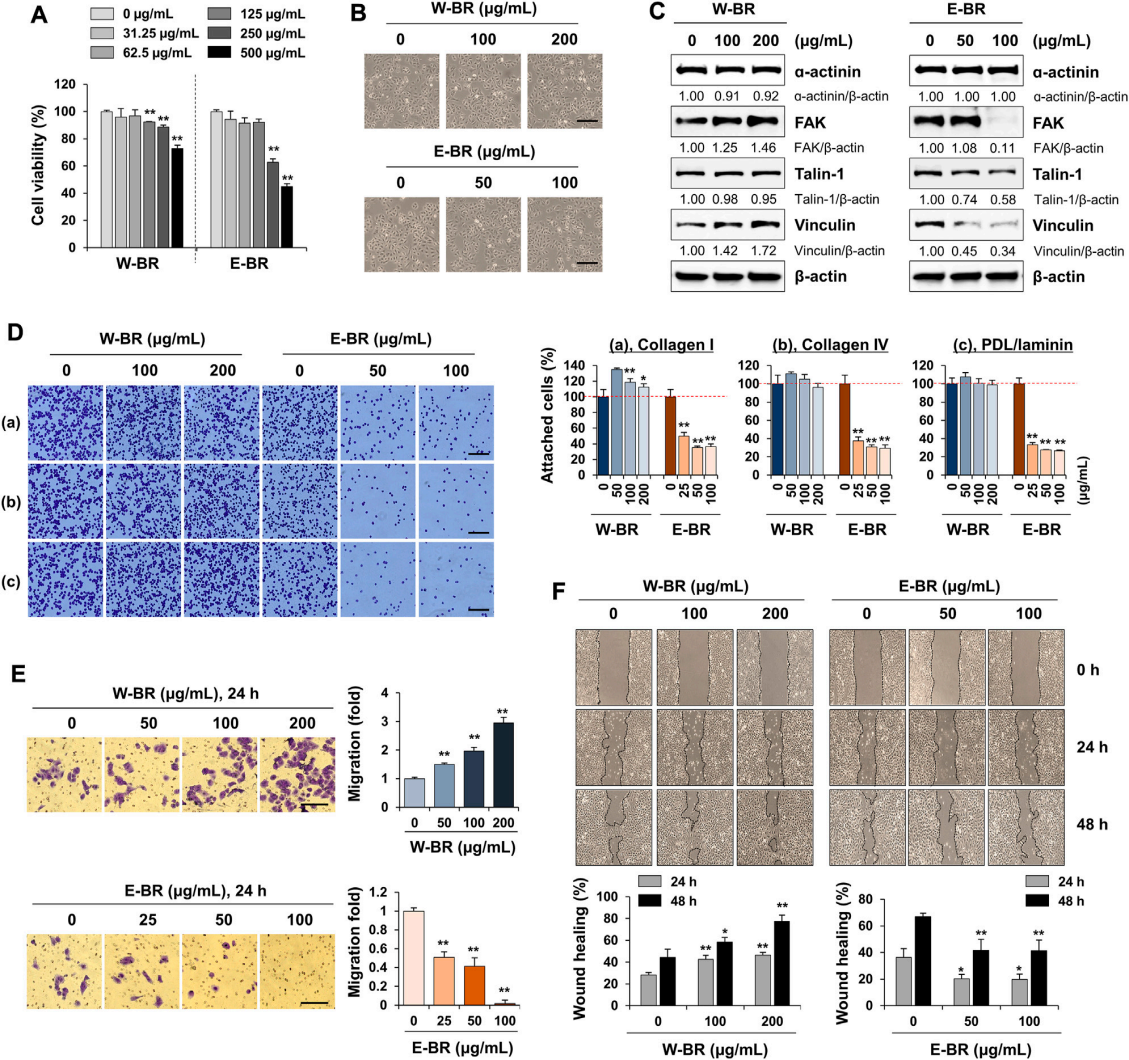
Effects of bupleuri radix water extract (W-BR) and bupleuri radix ethanol extract (E-BR) on proliferation, adhesion, and migration of A549 cells. **(A)** A549 cells were treated with W-BR or E-BR for 24 h, and viable cells were counted using the EZ-Cytox reagent. Relative cell viability compared with vehicle-treated cells is expressed as means ± SD. **(B)** A549 cells seeded on 24-well culture plates were treated with W-BR and E-BR for 24 h. Cells were photographed under an inverted microscope. Scale bar = 100 μm. Original magnification × 100. **(C)** Expression of focal adhesion-related proteins was determined using immunoblotting in W-BR- and E-BR-treated A549 cells. β-Actin was used as loading control. After measuring protein band intensities using the ImageJ software, relative values compared with those for vehicle-treated control cells were calculated upon normalization to β-actin expression. Data are representative of two independent experiments. **(D)** A549 cells pretreated with or without W-BR and E-BR for 24 h were seeded onto collagen I, collagen IV, or poly-D-Lysine/laminin-coated wells and incubated for 30 min. After washing, attached cells were counted. Scale bar = 100 μm. Original magnification × 100. **(E)** A549 cells pretreated with or without W-BR and E-BR for 24 h were loaded on the upper side of the transwell chamber. After filling the lower side with 10% fetal bovine serum/RPMI, the cells were further incubated for 24 h. Migrated cells were stained using a crystal violet solution and then observed under a phase-contrast inverted microscope. Scale bar = 200 μm. Original magnification × 100. **(F)** A549 cells grown up to 90% confluence were treated with mitomycin C for 30 min, and then injury lines were made. After being washed, the cells were incubated in 10% fetal bovine serum/RPMI containing 100 and 200 μg/mL W-BR or E-BR for 48 h. Cell migration was monitored under a phase-contrast inverted microscope, and images were acquired at the indicated timepoints. The relative degrees of adhesion to extracellular matrix, Transwell migration and wound healing were evaluated using ImageJ, and data are expressed as mean ± standard deviation of triplicate samples. *p < 0.05 and **p < 0.01 vs. vehicle-treated control. E-BR: bupleuri radix ethanol **extract**; W-BR: bupleuri radix water extract, FAK: focal adhesion kinase; PDL: poly-D-Lysine.

### E-BR reduces adhesion of cell-to-extracellular matrix and migration potential of A549 cells

FAK is overexpressed in different cancer cells and plays a crucial role in maintaining malignancy, including adhesion, migration, and proliferation (Tai et al., 2015). As focal adhesion-associated protein levels were increased or decreased by W-BR or E-BR, respectively, we examined the changes in adhesion to the ECM and migration ability of W-BR- and E-BR-treated A549 cells. Pre-treatment of A549 cells with W-BR slightly increased cell attachment to collagen I, collagen IV, and poly-d-lysine/laminin. Moreover, pre-treatment with E-BR reduced the attachment of A549 cells to the ECM in a dose-dependent manner (Figure 3D). In a transwell migration assay, serum-induced migration activity was significantly increased by W-BR to approximately 3-fold at 200 μg/ml compared with that of untreated control cells, whereas it decreased upon E-BR treatment at 100 μg/ml (Figure 3E). To further examine the migration ability of A549 cells, we performed a wound-healing assay. Untreated control A549 cells (0 μg/ml) migrated across the wound area, leading to approximately 30% and 45% healing at 24 and 48 h, respectively (Figure 3F). W-BR treatment increased wound migration compared with that of untreated control cells in a dose-dependent manner, resulting in wound healing of approximately 46.3% and 77.3% at 200 μg/ml after 24 and 48 h, respectively. In contrast, E-BR treatment significantly reduced wound migration. These results indicate that E-BR exhibits potent anti-cancer activities and is consistent with the predictions of the transcriptome analysis.

### W-BR increases HaCaT cell adhesion to collagen I, focal adhesion-associated protein levels, and migration

To identify indications for W-BR, we compared the expression signatures of W-BR with those of a disease database from CREEDS (Wang et al., 2018), which provides manually curated sets of disease-related genes. Diseases were ranked by the number of the key pathways altered in opposite directions by BR treatment and the disease; The top five diseases included macular degeneration, scleroderma, allergic contact dermatitis, bronchopulmonary dysplasia, and cleft lip (Figure 4A). Scleroderma and allergic contact dermatitis are types of skin disorders, and bronchopulmonary dysplasia and cleft lip are membrane protein disorders associated with dysregulation of cell adhesion molecules during development (Bose et al., 2011; Paiva et al., 2019). Taken together, these data suggest that W-BR might have therapeutic potentialin skin disorders, particularly via enhancement of cellular adhesion.

**FIGURE 4:**
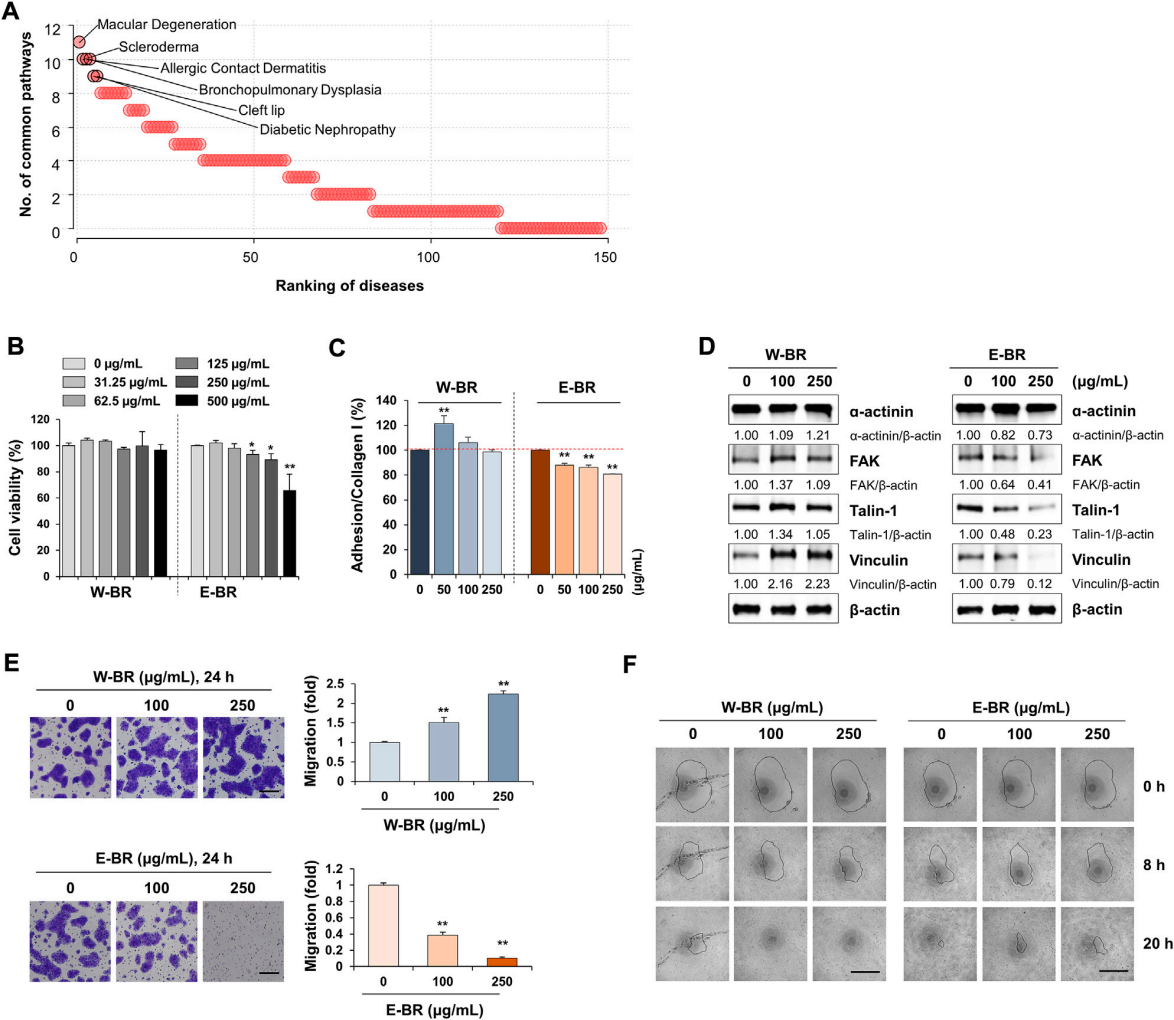
Effects of bupleuri radix water extract (W-BR) and bupleuri radix ethanol extract (E-BR) on proliferation, adhesion, and migration of HaCaT cells. **(A)** Prediction of indications of W-BR. The ranking of diseases associated with W-BR was measured as the number of common pathways that were significantly enriched in expression signatures of disease and W-BR. **(B)** HaCaT cells were treated with the indicated concentrations of W-BR or E-BR for 24 h, and then cell viability was measured. **(C)** HaCaT cells treated with or without W-BR and E-BR were added onto collagen I-coated wells. After incubating cells for 30 min, attached cells were quantitated. **(D)** The levels of ɑ-actinin, focal adhesion kinase, talin-1, and vinculin were detected by immunoblotting in W-BR or E-BR-treated HaCaT cells. Relative band intensities were calculated after normalization to β-actin expression. Data are representative of two independent experiments. **(E)** HaCaT cells were pretreated with W-BR or E-BR for 24 h and evaluated for migration ability across the transwell membrane. Scale bar = 200 μm. Original magnification × 100. **(F)** Wound healing in W-BR or E-BR-treated HaCaT cells was detected using the RadiusTM 96-well Cell Migration Assay kit. Images were taken at the indicated timepoints, and the wound area is indicated with a solid line. Data are expressed as means ± standard deviation from triplicate samples. *p < 0.05 and **p < 0.01 vs. vehicle-treated control. E-BR: bupleuri radix ethanol extract; W-BR: Bupleuri radix water extract, FAK: focal adhesion kinase.

To investigate the role of W-BR in skin wound healing, we tested human keratinocyte HaCaT cells. Keratinocytes are the major cellular components of the *epidermis* and play an important role in wound healing after injury. Proliferation, adhesion, and migration of keratinocytes are critical factors that contribute to efficient wound repair (Werner et al., 2007). Increasing concentrations of W-BR ranging from 31.25 to 500 μg/ml did not affect HaCaT cell proliferation (Figure 4B). E-BR at concentrations of up to 250 μg/ml exhibited no cytotoxicity. At non-cytotoxic concentrations, HaCaT cells treated with W-BR showed slightly higher adhesion activity to collagen I than those treated with E-BR (Figure 4C). No adhesion of HaCaT cells to collagen IV and poly-d-lysine/laminin was observed. Similar to the A549 cells, the levels of focal adhesion-associated proteins in HaCaT cells were increased by W-BR and decreased by E-BR (Figure 4D). In the transwell migration assay, W-BR-treated HaCaT cells showed greater migration activity than that showed by E-BR-treated cells (Figure 4E). Additionally, W-BR-treated HaCaT cells showed notable improvement in wound closure compared with that showed by the untreated control, whereas E-BR-treated cells showed lower wound closure activity (Figure 4F). These results indicate that W-BR may have wound healing promoting effects.

### SSa and SSd contribute to apoptosis induction and inhibitory effects on adhesion and migration

Saikosaponins are the major components of BR extracts (Yuan et al., 2017). 

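Saikosaponins are triterpenoid saponins. A549 cells were treated for 24 h with SSa, SSb1, SSb2, SSb3, SSb4, SSc and SSd together, each at 0.08, 0.4 or 2 μM (the low, medium and high doses), or with vehicle. These libraries belong to the second batch, which held 78 libraries from 26 conditions, with 3 libraries each, and which has its own vehicle. Total expected counts ranged from 21244128 to 27223935 (median 25113347) in the combination and from 24218617 to 25266928 (median 25232045) in the vehicle libraries. The counts were processed as in the first batch, with 17604 genes tested over all libraries of the batch and a biological coefficient of variation of 0.048.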

To verify whether these major compounds contribute to the effects elicited by E-BR or W-BR, we analyzed the transcriptome profiling from the treatment of A549 cells with a combination of the seven saikosaponins, SSa, b1–b4, c, and d. The combined effect of these seven compounds was similar to that of E-BR as the pathways of adhesion and migration decreased (Figure 5A), whereas the pathways of cell cycle arrest and apoptosis increased (Figure 5B). 

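With the combination, 61 genes were changed and higher and 63 changed and lower at the low dose, 183 were changed at the medium dose (100 higher and 83 lower) and 1788 at the high dose (868 higher and 920 lower). A minimum size of 1 for the log2 fold change left 6, 3 and 63 genes. Over all alternatives the counts ranged from 0 (without replicate 1, 1100 unadjusted, and without replicate 2, 1594 unadjusted) to 489 at the low dose, from 2 to 502 at the medium dose and from 63 to 2430 at the high dose. The ECM genes had an NES of −2.01 (adjusted p = 0.00087 from fgsea's permutation test) at the high dose and a mean log2 difference of −0.16 ± 0.038 (SD, n = 3), lower in 3 of 3 replicate numbers. The focal adhesion genes had an NES of −1.14 (adjusted p = 0.304) at the high dose, an NES of −1.50 (adjusted p = 0.0314) at the medium dose and an NES of −1.96 (adjusted p = 0.000658) at the low dose, and the ECM genes an NES of −2.34 and −2.12 at the medium and low doses (adjusted p = 0.000646 and 0.000658). Among the other lists with a negative NES at the high dose were the cell junction genes (−1.65, adjusted p = 0.00729), the actin cytoskeleton genes (−1.83, adjusted p = 0.00113) and the collagens (−1.69, adjusted p = 0.0039). Of the ECM and focal adhesion genes, 31 and 20 were changed with p adjusted over all genes, and 41 and 24 with p adjusted over the list.
The G2/M genes had an NES of 1.64 (adjusted p = 0.00955), with a mean log2 difference of 0.035 ± 0.042 (SD, n = 3), higher in 2 of 3, and the G1/S genes an NES of 2.28 (adjusted p = 0.00087), higher in 3 of 3 with 42 of 43 genes positive. The MYC targets had an NES of 2.48 (adjusted p = 0.00087 from fgsea's permutation test) and were higher in 3 of 3. Across the single saikosaponins, the NES of the G1/S genes and MYC targets was above 0 and that of the ECM genes below 0 at every dose. With SSc the ECM genes had −1.845, −2.233 and −2.168 from the low to the high dose. All of these comparisons share the 3 vehicle libraries of batch 2, so an offset of those libraries was not told apart from a response. The pro-apoptotic genes had an NES of −0.796 (adjusted p = 0.774) with a mean log2 difference of 0.003 ± 0.046 (SD, n = 3), and the 29 p53 targets an NES of −1.04 (adjusted p = 0.442) with −0.056 ± 0.023 (SD, n = 3). In all, 8 G2/M genes, 3 pro-apoptotic genes and 1 p53 target were changed with p adjusted over all genes, and 9, 3 and 1 with p adjusted over the list.
The largest rises at the high dose were in CERS6-AS1 (ENSG00000227617, chromosome 2 from 168771951 to 168786961), MARCHF4 (ENSG00000144583, chromosome 2 from 216257865 to 216372483) and CDCP1 (ENSG00000163814, chromosome 3 from 45082277 to 45146422), with log2 fold changes of 2.56, 1.20 and 1.06 (standard errors 0.72, 0.14 and 0.14, adjusted p = 0.0122, 1.92e-09 and 4.62e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MUC16 (ENSG00000181143, chromosome 19 from 8848844 to 9010390), KRT4 (ENSG00000170477, chromosome 12 from 52806549 to 52814116) and COL4A3 had the largest falls, with log2 fold changes of −1.50, −1.17 and −0.92 (standard errors 0.23, 0.10 and 0.13, adjusted p = 2.94e-06, 3.07e-13 and 3.2e-07). At the low dose FTH1P2 (ENSG00000234975, chromosome 1), CLK1 (ENSG00000013441, chromosome 2) and ZNF566 (ENSG00000186017, chromosome 19) rose most, by 0.76, 0.59 and 0.56, and PKD1P3 (ENSG00000183458, chromosome 16), JUN (ENSG00000177606, chromosome 1) and KIF26A (ENSG00000066735, chromosome 14) fell most, with −0.58, −0.53 and −0.48. At the medium dose CERS6-AS1, CLK1 and RPL3P4 (ENSG00000232573, chromosome 14) rose most, by 2.703, 0.55 and 0.50, and YPEL2 (ENSG00000175155, chromosome 17), FCGBP (ENSG00000275395, chromosome 19) and PKD1P3 fell most, with −0.71, −0.66 and −0.62. CERS6-AS1 rose by 6.60 in replicate 1 of the high dose and by 0.90 in replicate 2. FTH1P2, RPL3P4 and PKD1P3 are pseudogenes with close parent genes, so their counts are uncertain.
Of the ECM genes, CD44 (ENSG00000026508, chromosome 11) rose by 0.47 (standard error 0.052, adjusted p = 5.06e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the focal adhesion genes, ITGA3 (ENSG00000005884, chromosome 17) and FERMT1 (ENSG00000101311, chromosome 20) rose by 0.43 and 0.40 (standard errors 0.045 and 0.058, adjusted p = 1.26e-10 and 7.48e-07). For the G2/M genes, CDC20 (ENSG00000117399, chromosome 1) and CTCF (ENSG00000102974, chromosome 16) had log2 fold changes of 0.17 (standard error 0.042) and 0.17 (standard error 0.046), with adjusted p of 0.00278 and 0.00993. The pro-apoptotic genes BCL2L11 (ENSG00000153094, chromosome 2) and CASP9 (ENSG00000132906, chromosome 1) had −0.26 and −0.25 (standard errors 0.071 and 0.078, adjusted p = 0.0102 and 0.0305). The p53 targets TP53INP1 (ENSG00000164938, chromosome 8) and TNFRSF10B had −0.50 and 0.10 (standard errors 0.10 and 0.037, adjusted p = 0.000315 and 0.0804). CLK1, ZNF566, PKD1P3, KIF26A, CERS6-AS1, YPEL2, MARCHF4, COL4A3, CD44, CTCF, BCL2L11, CASP9, TP53INP1 and TNFRSF10B overlap other annotated genes.

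**Figure D4:**
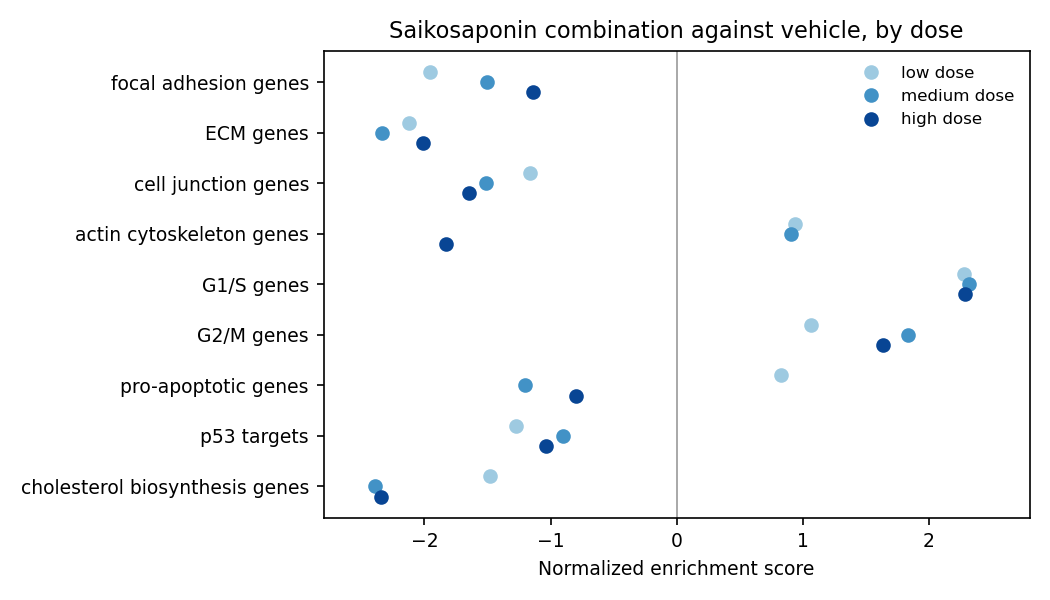
Normalized enrichment score (x axis) of gene lists (y axis) at the low, medium and high doses of the saikosaponin combination against vehicle. Each point is a comparison of 3 libraries with 3, and the ECM genes lie at −2.12, −2.34 and −2.01 from the low to the high dose.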

Considering that SSa and SSd were previously reported to inhibit cancer cells (Tsai et al., 2002; Hsu et al., 2004a) as well as adhesion and migration (Chen et al., 2013), these major compounds may be responsible for the biological effect of E-BR but not W-BR.

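Across the 17063 genes tested in both batches, the log2 fold changes of the combination at the high dose had an r of 0.017 with those of E-BR at the high dose and of −0.127 with those of W-BR at the high dose. Genes are not independent replicates, and the comparisons share no library. Over the 6 pairings of single differences and the 11539 genes with higher counts, the mean r was 0.020 with E-BR (from −0.105 to 0.1) and −0.132 with W-BR (from −0.193 to −0.072). The combination and E-BR changed 324 genes in common, 207 of them in the same direction. The combination and W-BR changed 4 in common, 1 of them in the same direction. The r with E-BR moved most when only genes changed in either comparison were used, to 0.134, and it was negative without replicate 3, at −0.089. The saikosaponins were given in another batch than the extracts, each set against the vehicle of its own batch, so no r within a batch can be given. Wortmannin, described above, was given in both batches. From the similar pathways of the combination and E-BR and from earlier reports on SSa and SSd, the paper proposes that these compounds account for the effect of E-BR but not for that of W-BR.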

**FIGURE 5:**
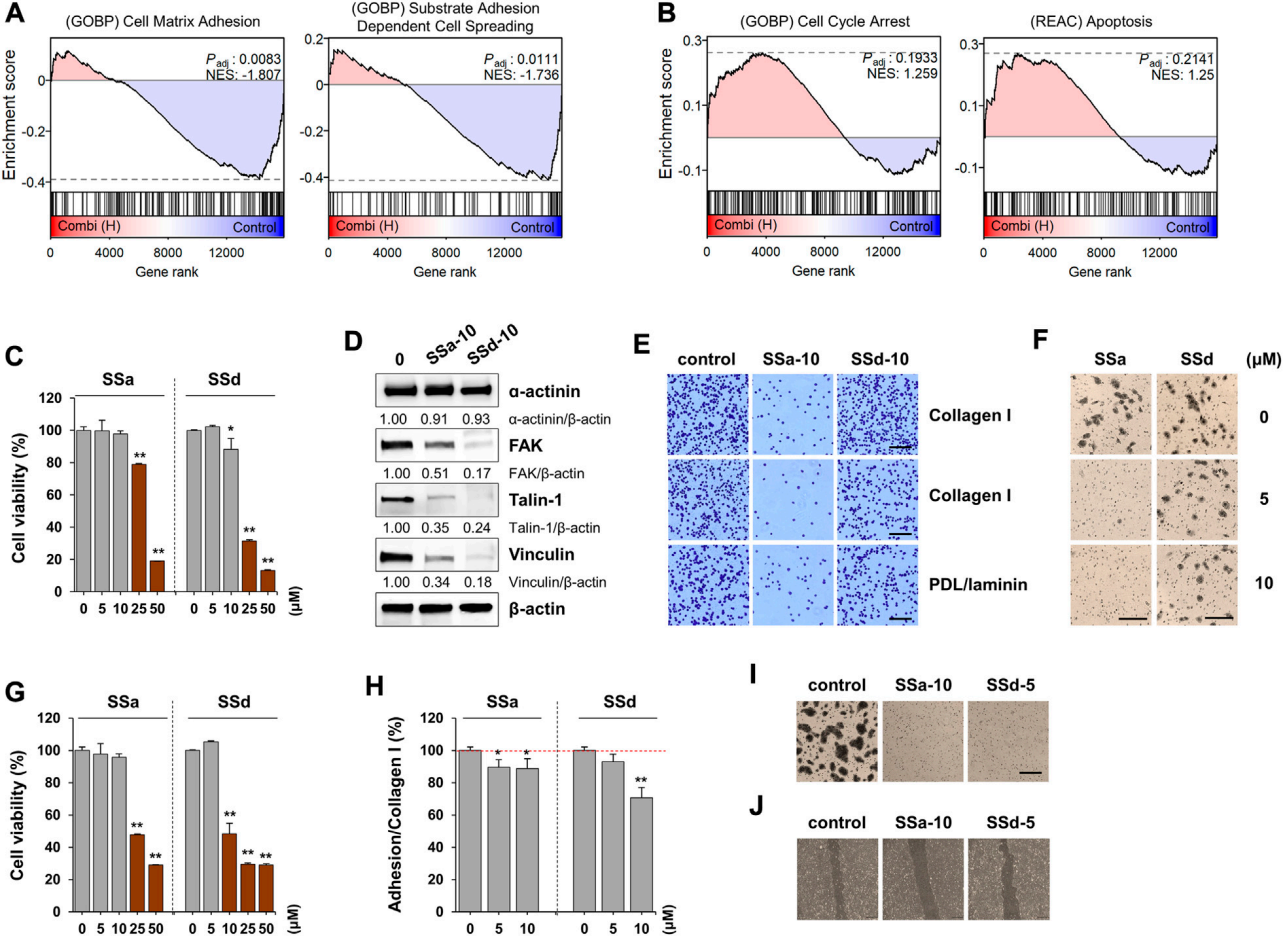
Effects of saikosaponin (SS) on proliferation, adhesion, and migration of A549 and HaCaT cells. **(A,B)** Gene set enrichment analysis results for the combination of SSs with **(A)** decreased and **(B)** increased pathways. **(C)** A549 cells seeded on 96-well culture plates were treated with SSa or SSd (0–50 μM) for 24 h. Cell viability relative to vehicle-treated cells was expressed as the mean ± SD. **(D)** A549 cells were treated with SSa (10 μM) and SSd (10 μM) for 24 h, and the protein levels of ɑ-actinin, focal adhesion kinase, talin-1, and vinculin were measured by immunoblotting. After normalization to β-actin expression, the relative band intensities were calculated. Data are representative of two independent experiments. **(E)** A549 cells were treated with SSa (10 μM) and SSd (10 μM) for 24 h. After harvesting the cells, adhesion to collagen I, collagen IV, or poly-D-Lysine/laminin was observed after crystal violet staining. Scale bar = 100 μm. Original magnification × 100. **(F)** A549 cells treated with 5 and 10 μM SSa and SSd were harvested, and their transwell migration was measured. Scale bar = 200 μm. Original magnification × 100. **(G)** HaCaT cells were treated with SSa and SSd (0–50 μM) for 24 h and the cell viability relative to vehicle-treated cells was expressed as the mean ± SD of triplicate samples. **(H)** Adhesion to collated I matrix was determined in SSa- and SSd-treated HaCaT cells, and data are expressed as the means ± SD of triplicate samples. **(I)** HaCaT cells treated with 10 μM SSa and 5 μM SSd were harvested, and their transwell migration was measured. Scale bar = 200 μm. Original magnification × 100. **(J)** Injury lines were made on HaCaT cells grown up to 90% confluence in a 12-well culture plate, and then cells were incubated with SSa (10 μM) or SSd (5 μM). After 24 h, cell migration to wound areas was monitored under an inverted microscope. *p < 0.05 and **p < 0.01 vs. vehicle-treated control.

To identify the major active compounds contributing to the pharmacological activity of BR extracts, we first determined the cytotoxic effects of saikosaponins on A549 and HaCaT cells. SSa and SSd significantly decreased the viability of A549 and HaCaT cells, respectively, in a dose-dependent manner (Figures 5C,G). Moreover, SSb2, SSb3, SSb4, and SSc exhibited no cytotoxicity up to 50 μM, and SSb1 reduced cell viability at 50 μM (Supplementary Figure S4). As the content of SSa and SSd in E-BR was 16.52- and 12.1-fold higher, respectively, than that in W-ER, we examined whether the non-cytotoxic doses of SSa and SSd decreased the ability of adhesion and migration and reduced the levels of focal adhesion proteins. In A549 cells, SSa, and SSd suppressed the levels of FAK, talin-1, and vinculin (Figure 5D). Additionally, SSa almost completely inhibited the adhesion and migration of A549 cells, whereas SSd slightly inhibited these processes (Figures 5E,F). In HaCaT cells, adhesion to collagen I, transwell migration, and wound migration were effectively inhibited by SSa and SSd, similar to E-BR (Figures 5H–J). These results indicate that SSa and SSd contribute to the biological effect of E-BR, whereas compounds other than the examined saikosaponins mediate the wound healing effect of W-BR.

## Discussion

To elucidate the molecular mechanism and indications of BR–a widely used herbal medicine, we adopted a systematic transcriptomics approach to analyze gene expression changes induced by treatment with BR extracts and their major components (Figure 6A). Pathway enrichment analysis supported the previously reported anti-cancer effects of BR extracts (Cheng et al., 2003; Hsu et al., 2004b). Additionally, we identified a stimulatory effect of W-BR on cell adhesion and migration as opposed to the effects of E-BR (Figure 6B). Moreover, the effects on adhesion and migration were experimentally verified in both A549 and HaCaT cells, which are normal keratinocytes derived from skin tissue (Figure 6C). The indications for wound healing of BR have been recognized not only in the East but also in the West; however, experimental studies on the molecular mechanisms of wound healing by BR have been limited (Ashour and Wink, 2011; Prieto et al., 2012). We analytically and experimentally determined that W-BR exhibits wound healing effects particularly via the activation of adhesion- and integrin-associated pathways, including FAK regulation.

**FIGURE 6:**
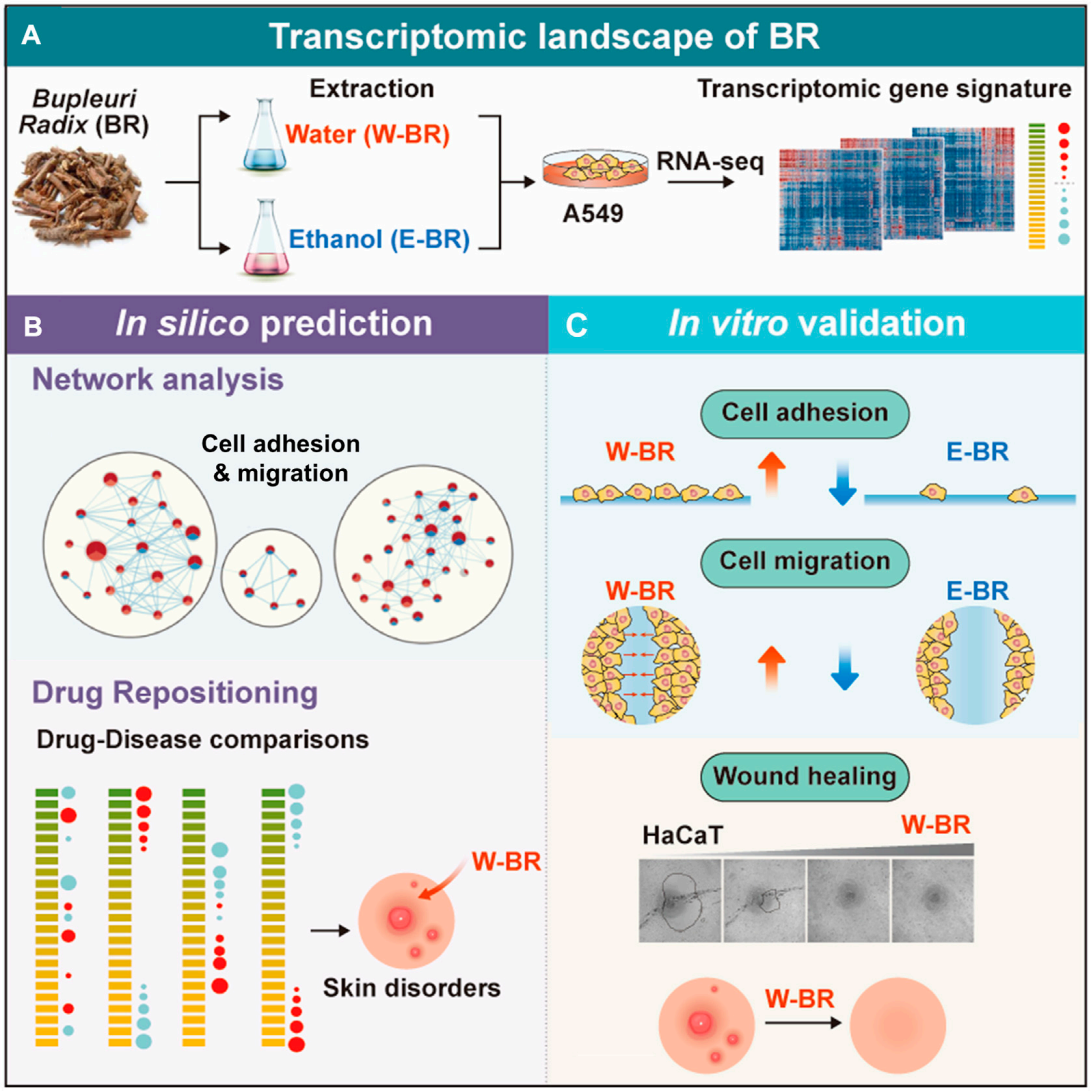
Summary of methods and findings of the study. **(A)** Transcriptome data induced by treatment of bupleuri radix (BR) extracts and their ingredients were generated using RNA-seq. **(B)** Systematic transcriptomic analysis revealed increased cell adhesion and migration in BR ethanol extract (E-BR) but not in BR water extract (W-BR). Further drug-disease comparison suggested indications for skin disorders. **(C)** Molecular experiment validated the identified molecular mechanisms of W-BR and E-BR. The wound healing effect of W-BR was confirmed in skin cells. GOBP: Gene Ontology Biological Processes; REAC: Reactome; SS: saikosponin.

Several herbal medicine formulas containing BR, such as Soshiho-tang and Shihocheongan-san, have previously been studied for treating atopic dermatitis. From *in vivo* experiments, Lee et al. suggested the therapeutic potential of Soshiho-tang, which is composed of seven herbs, on skin lesions by alleviating atopic symptoms (Lee et al., 2019). Choi et al. (2011) demonstrated the efficacy of Shihocheongan-san, which is composed of nine herbs, for atopic dermatitis based on scoring the atopic dermatitis index and eczema area and severity index. However, to the best of our knowledge, studies on BR alone on wound-healing mechanisms in the skin have not been conducted. We suggest for the first time that BR, especially W-BR, contributes to wound healing by increasing cell adhesion and migration.

Our transcriptomic analysis identified distinct mechanisms of action of ethanol and water extract of BR, E-BR, and W-BR. Previous studies have reported that ethanol extracts generally exhibit higher physiological activity than that exhibited by water extracts of herbal medicines. Lee et al. (Lee and Kim, 2020) reported that the anti-inflammatory efficiency of ethanol extract of Jakyakgamcho-Tang was 30% higher than that of its water extract. Bae et al. (2012) showed that ethanol extracts of *Rumex acetosa* provide better protection against gastric ulcers than that provided by its water extracts. Sun et al. (2007) compared ethanol extracts and water extracts of 15 herbal medicines and demonstrated that the anti-cancer effect of ethanol extracts is superior to that of water extracts. Accordingly, our study showed that E-BR showed a better anti-cancer effect than that showed by W-BR, whereas the wound-healing effect of W-BR was superior to that of E-BR. However, the mechanism underlying the differences in efficacy between ethanol and water extracts requires further investigation.

The conventional network pharmacological approach used to elucidate the molecular mechanism of herbal medicines involves the analysis of target genes and components of the herbs without considering the content of the compounds (Li and Zhang, 2013; Park et al., 2022). However, when herbs are extracted into different solvents, the contents (including the type) of the extract differ. In fact, a different composition, especially in terms of SSa and SSd, between E-BR and W-BR was detected (Choi et al., 2021). To identify the compounds contributing to the newly discovered effect of BR on cell adhesion and migration, we analyzed and performed experiments with seven major BR components, SSa, b1–4, c, and d. However, the effect of W-BR was not conclusively attributed to these major compounds, which is a limitation of this study. Although these saikosaponins are the index compounds of BR and are reported as active components of BR, their total content is lower than 10% (Choi et al., 2021). Additionally, a variety of chemical compounds have been isolated from BR, including saponins, polyacetylenes, flavonoids, lignans, fatty acids, sterols, and volatile oils (Yang et al., 2017). Further studies aimed to identify a compound or set of compounds contributing to the effect of W-BR on cell adhesion and migration may help clarify the indications of BR and develop effective naturally-derived therapies for wound healing. In addition, the indications of W-BR and compounds should be verified in an *in vivo* animal model in a follow-up study.

Our findings from transcriptome-based pathway analyses and *in vitro* validation showed how different extracts generated different biological and molecular effects, as W-BR exhibited a distinct wound-healing effect, which was absent in E-BR treatment. Transcriptomic signatures of herbal medicines after treatment with extracts can reflect the effects on the perturbed signaling pathways *via* the combinatorial action of extracted compounds. Thus, transcriptome studies can provide a molecular mechanism for finding the novel indications of herbal medicines.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, GSE182007.

# Supplementary material for: Systematic transcriptome analysis reveals molecular mechanisms and indications of bupleuri radix
**Source:** Front Pharmacol. 2022 Oct 11;13:1010520. doi: 10.3389/fphar.2022.1010520
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

**
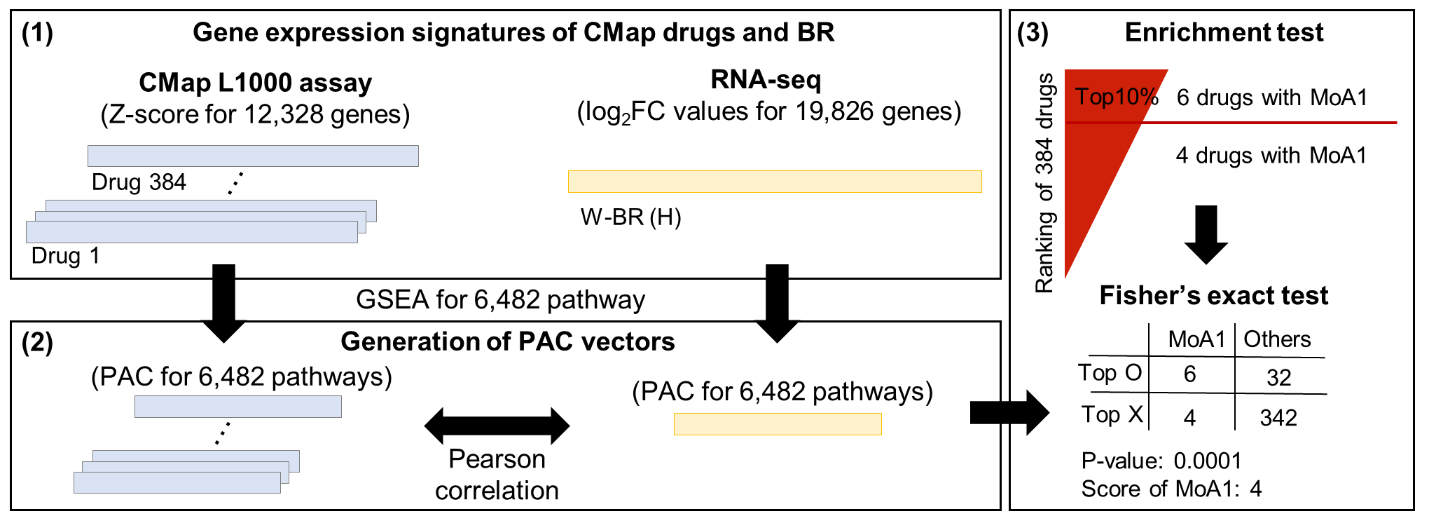
**

**Supplementary Figure 1. Schematic workflow of CMap analysis for inferring MoAs and indications of BR based on similarity of gene signatures.** This schematic illustrates an example of a procedure of scoring the association of W-BR (H) with MoA1.

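Connectivity Map profiles were measured with the L1000 assay and the extracts with RNA-seq, so expression values of the platforms are difficult to compare directly. The workflow therefore turns each profile into a score per pathway by gene set enrichment analysis and compares profiles by these scores. A mode of action is then scored by asking whether the drugs that carry it are found among the drugs most similar to the extract more often than their share of all drugs would give. The Connectivity Map profiles were not analysed here.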

**
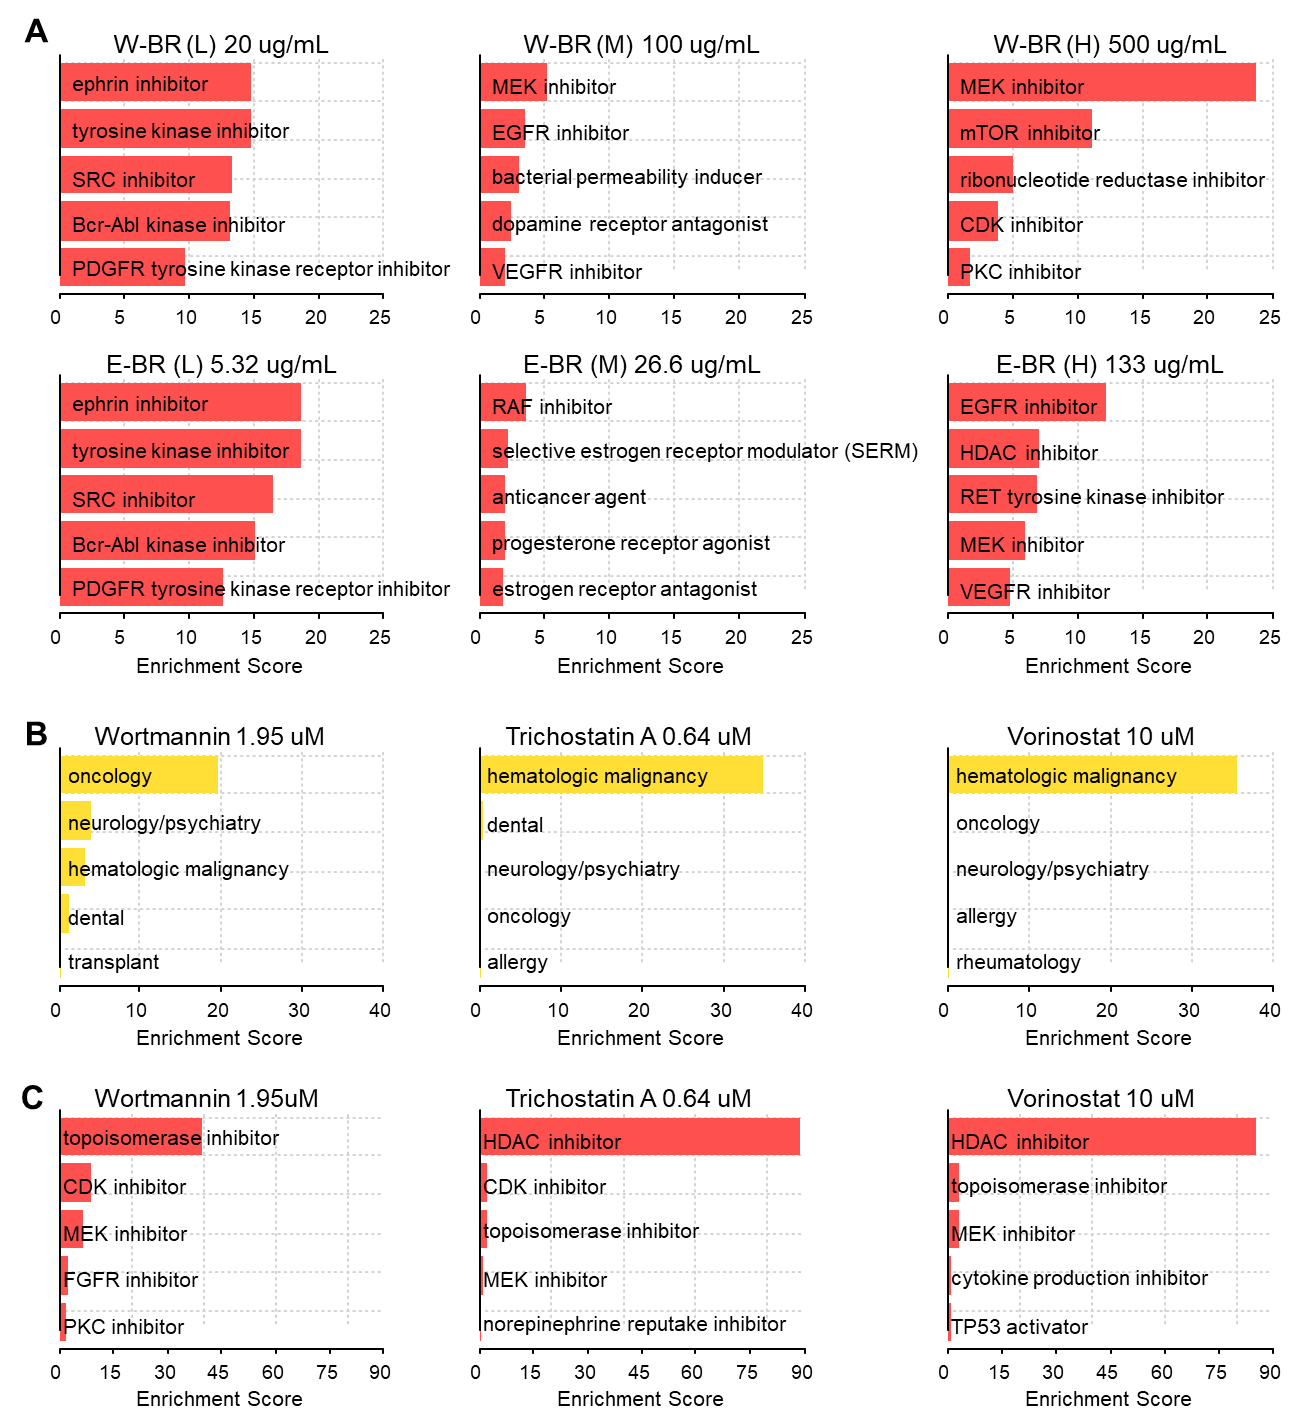
**

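A mode of action class groups drugs by the protein or process they act on, and a therapeutic area groups them by the kind of disease they are used for. Both labels come from the Repurposing Hub and are attached to drugs, not to profiles, so a drug with several labels counts toward each of them.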

**Supplementary Figure 2.** **Transcriptomic signatures for W-BR, E-BR, and three positive control drugs.** (**a**) Top-enriched mode of action (MoA) classes of drugs for which expression signatures are similar to those of W-BR (upper) and E-BR (lower). (**b**) Top-enriched therapeutic areas of drugs for which expression signatures are similar to those of wortmannin, trichostatin A, and vorinostat. (**c**) Top-enriched MoA classes of drugs for which expression signatures are similar to those of wortmannin, trichostatin A, and vorinostat. Enrichment score is defined as -log10 (p-value) as estimated in the hypergeometric test.

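The hypergeometric test asks how likely it is to draw at least as many drugs of a class among the most similar drugs if these were drawn at random from all drugs compared. A larger enrichment score therefore stands for a smaller p-value, and it gives no direction and no size of an effect on expression.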

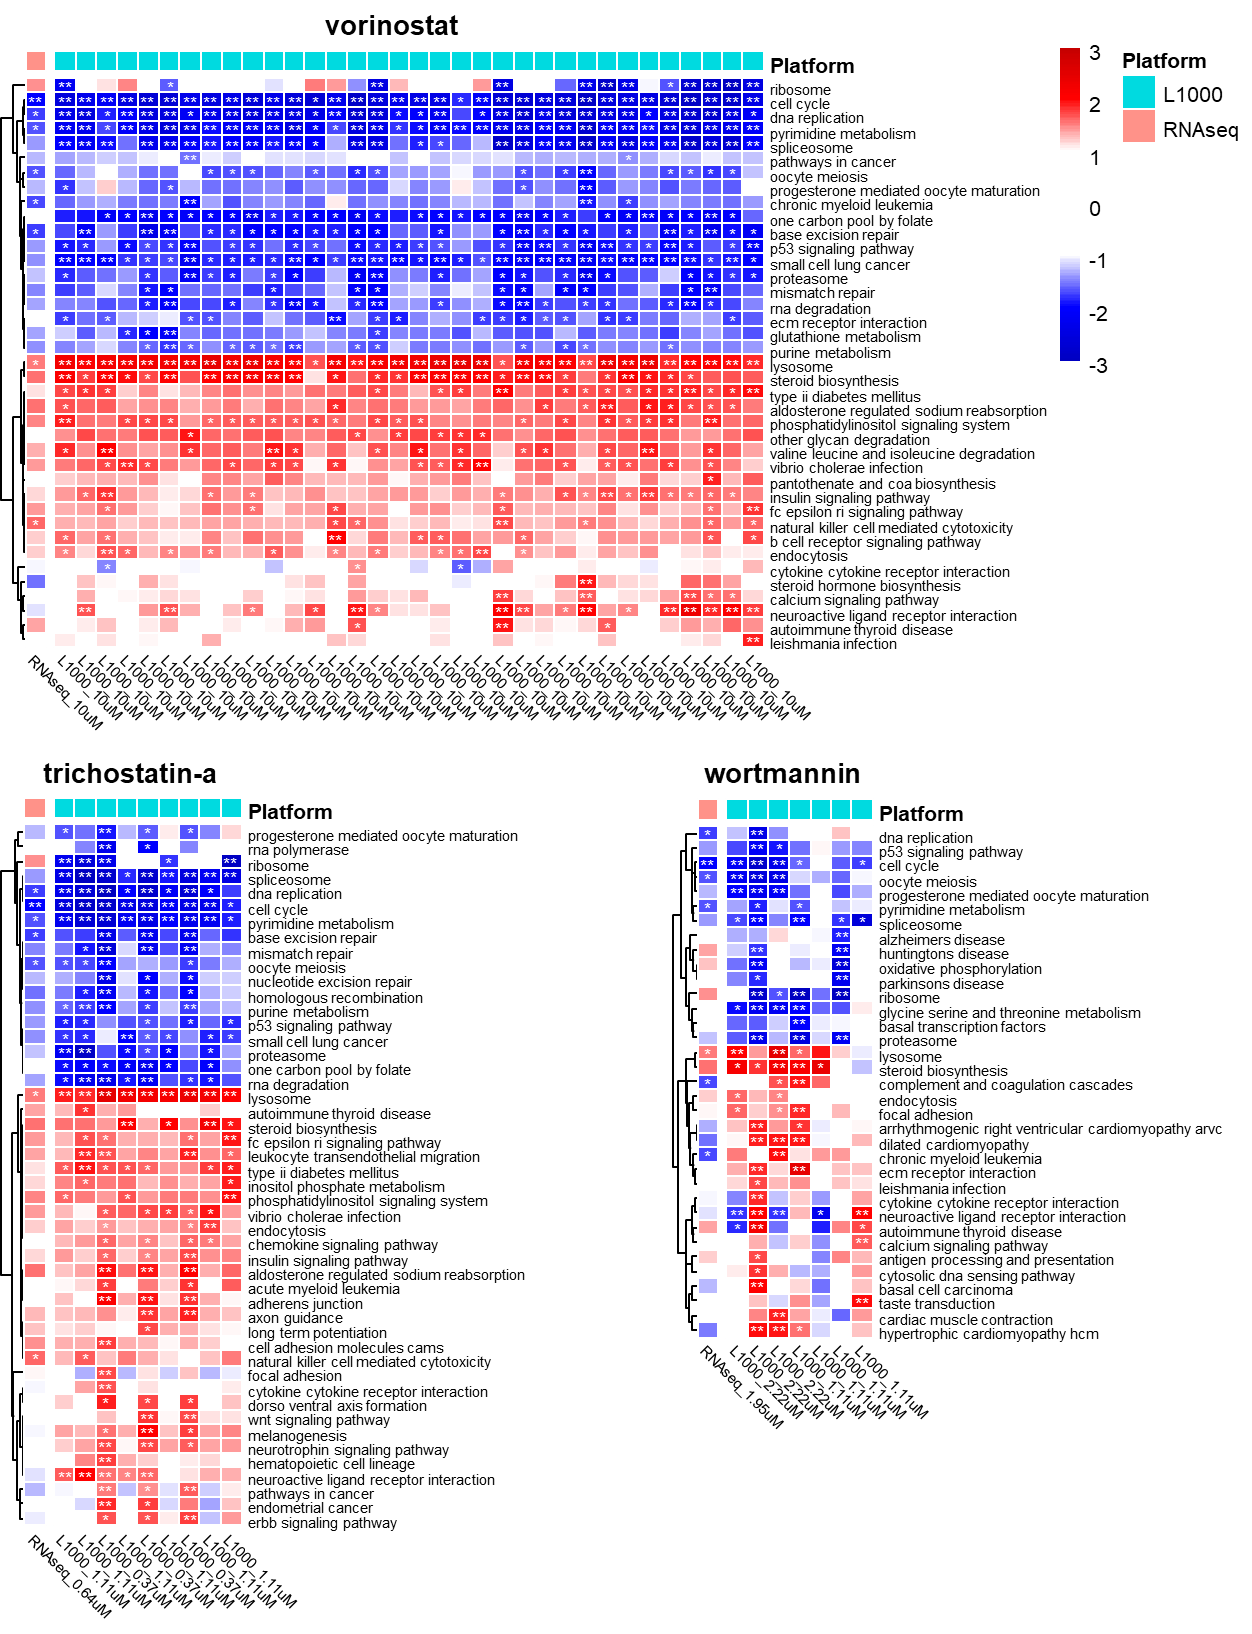

**Supplementary Figure 3.** **Altered biological pathways in A549 cells upon drug perturbation using vorinostat, trichostatin A, and wortmannin.** Color on the heatmap represents the normalized enrichment score computed by Gene Set Enrichment Analysis using KEGG pathways.

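A positive normalized enrichment score means that the genes of a pathway lie toward the top of the ranked list, higher in treated than in control cells, and a negative score that they lie toward the bottom. The score is divided by the mean score of permuted sets of the same size, so pathways of different sizes can be set side by side.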

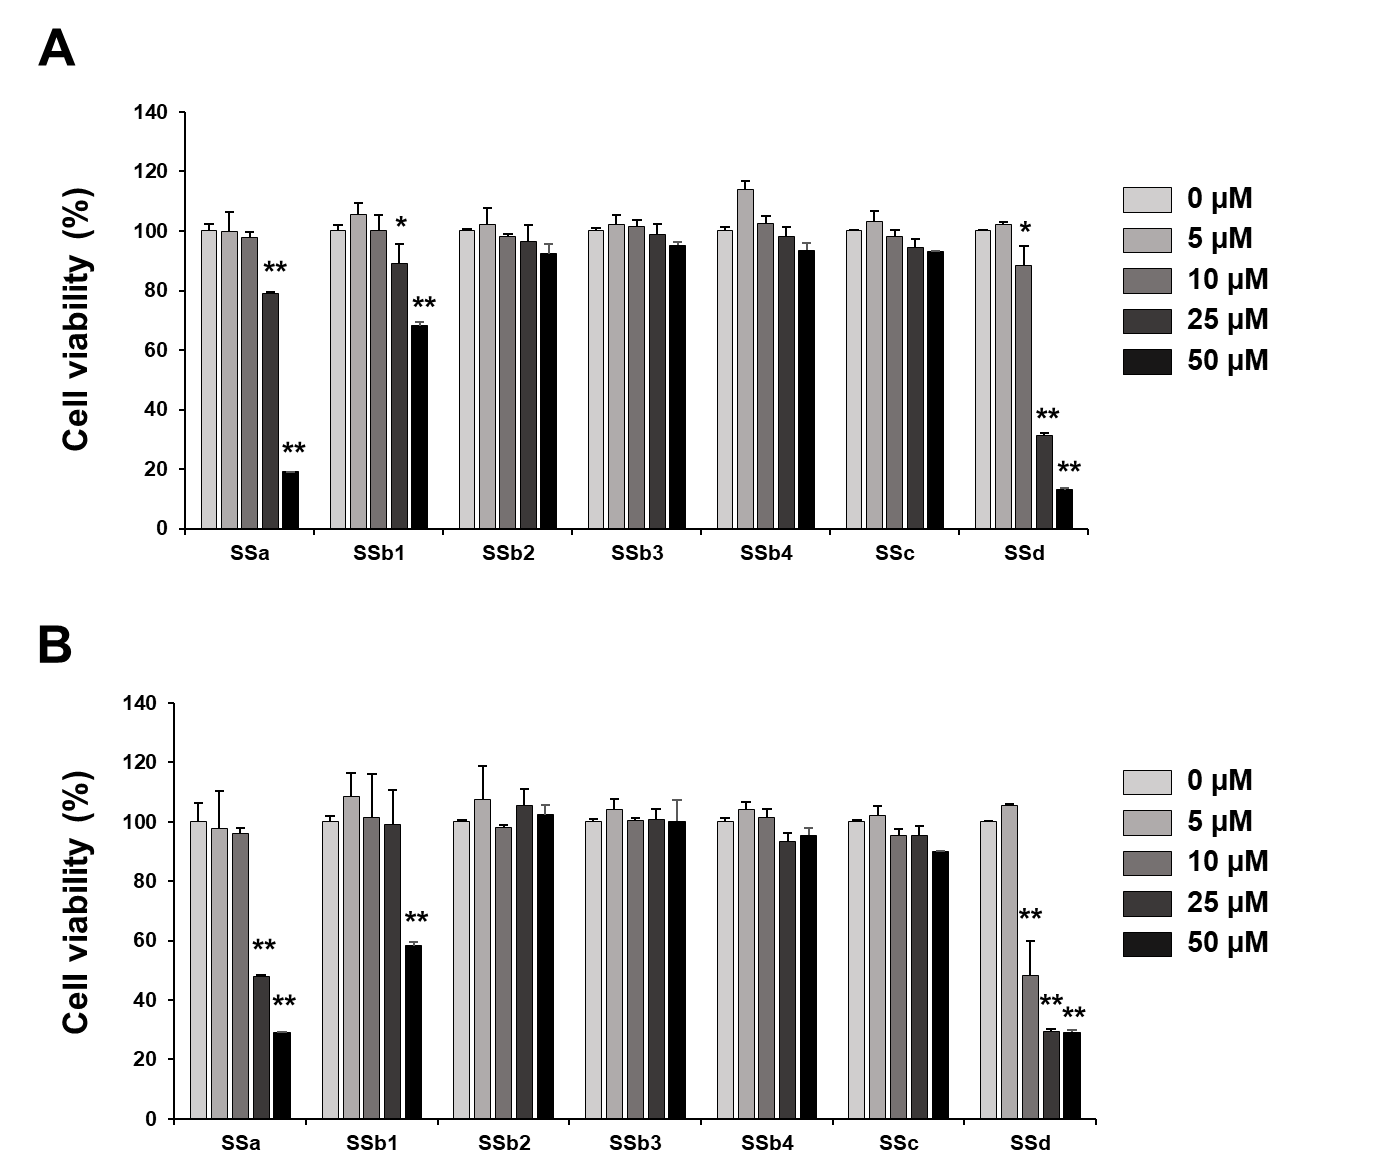

**Supplementary Figure 4.** **Cell viability assay results obtained using main compounds of BR.** A549 (**a**) and HaCaT cells (**b**) were seeded on 96-well culture plates in triplicate and treated with increasing concentrations of each saikosaponin (0–50 μM): SSa, b1-4, c, and d. After 24 h, cell viability compared with vehicle-treated cells was calculated and is expressed as mean ± standard deviation. *p < 0.05 and **p < 0.01 vs. vehicle-treated control.

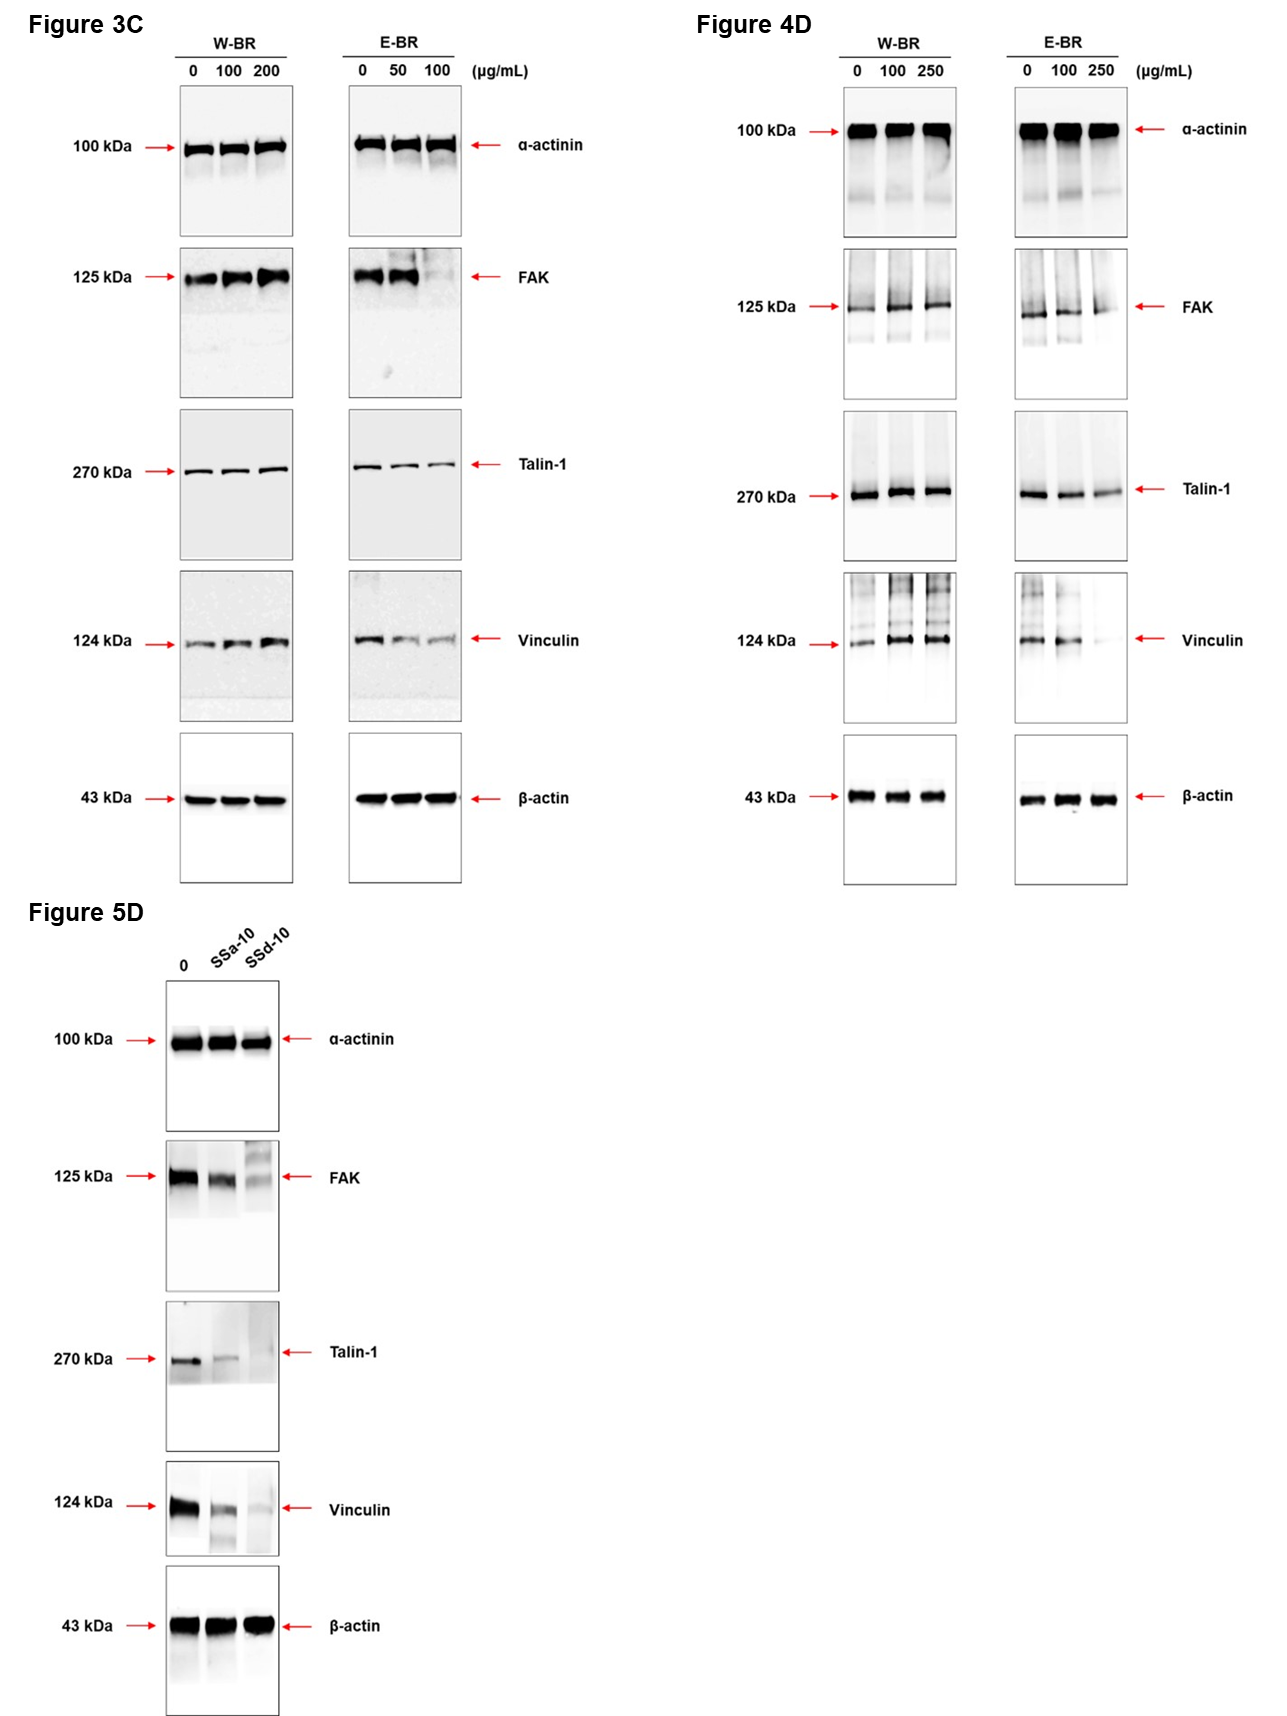

**Supplementary Figure 4.** **Whole un-cropped images of the original western blots of Figure 3C, 4D, and 5D.**

How the deposited data were processed for this re-analysis (not part of the article)

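RNA-seq of A549 cells was taken from 111 libraries, 3 for each of 37 conditions, all after 24 h. Batch 1 held 11 conditions: W-BR and E-BR at the low, medium and high doses, trichostatin A, vorinostat, wortmannin, the vehicle and untreated cells. Batch 2 held 26: SSa, SSb1, SSb2, SSb3, SSb4, SSc and SSd singly at 3 doses each, their combination at 3 doses, wortmannin and a vehicle. The authors made directional mRNA libraries, sequenced paired-end reads of 100 bp on an MGI sequencer, checked them with FastQC, trimmed adapters with TrimGalore, mapped the reads to GRCh38 with STAR and quantified genes with RSEM. The deposited values used here are the expected counts that RSEM estimated for each gene of each library, in which a read that maps to several genes is divided between them, and which the authors did not scale between libraries. The deposited TPM and FPKM values were not used. Each library covers 60675 Ensembl genes, of which 56558 were matched to a symbol, a position and a GC content from GENCODE v44 and the GRCh38 sequence.

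Total expected counts per library ranged from 18306655 to 33348266 (median 23992099), from 18306655 to 28259005 in batch 1 and from 20468342 to 33348266 in batch 2. The single saikosaponins had 20468342 to 33348266 (median 23319705). A gene with at most 3 counts in every library of a group was treated as at the floor, and fold changes against such a group are lower bounds. Floors cover counting error only. Among the 111 pairs of libraries of one condition, 0 had identical values, and the mean chi-square per gene had a median of 4.83 and a maximum of 335.

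Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Each batch was fitted by itself with TMM normalization (factors from 0.874 to 1.12 in batch 1 and from 0.936 to 1.04 in batch 2), edgeR's filterByExpr and a quasi-likelihood negative binomial model with one mean per condition and no block. Genes with a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test were counted as changed, and p was two-sided. Differences between same-numbered libraries were taken on log2 CPM with a prior count of 2. Standard errors of log2 fold changes were taken from the F statistic. Lists of genes were tested with fgsea 1.28.0 on genes ranked by the sign of the log2 fold change times −log10 p, with 10000 gene permutations, sizes of 15 to 500 genes and a Benjamini-Hochberg adjustment over the 19 lists of a comparison. The smallest p such permutations can give is 1e-04. The G1/S and G2/M lists were those of Seurat 5.3.0, and the other lists were written from known gene functions.

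Treatments were compared with the vehicle of their own batch, W-BR with E-BR at each dose, and the untreated libraries with the vehicle. Libraries of all conditions carry replicate numbers 1 to 3. Over the library pairs of different conditions, the mean r across genes of their deviations from the condition means was 0.015 for the same number and −0.007 for other numbers in batch 1, and 0.034 and −0.017 in batch 2. Differences by replicate number are given to show the spread, and the number enters the model only in the alternative with a replicate block. Log2 fold changes were correlated across genes between treatments. Because treatments of a batch share their vehicle, r was also averaged over 6 pairings of single differences without a common library, over genes with an average log2 CPM of at least 2. Where counts of an alternative took the log2 fold change into account, the minimum was 1 in size.

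Comparisons, tests, thresholds, lists, the rule for naming genes and the following alternatives were set before the data were examined: DESeq2 1.42.0 with its size factors, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, only the 6 libraries compared, a replicate block, leaving out each replicate number in turn, a minimum log2 fold change, the untreated libraries as the control, wortmannin of batch 2, rankings by log2 fold change and by log2 fold change times −log10 adjusted p, camera, Spearman's rho and correlations over changed genes only. A pair of alternatives was added after seeing the data: leaving out E-BR high dose replicate 3, and offsets for gene length and GC content, a lowess curve with a span of 0.3 per library. The genes named are those of the proteins the paper blots, in each comparison the 3 largest rises and 3 largest falls among changed genes with an average log2 CPM of at least 2, a symbol and one direction in all replicate numbers, and in each list the 2 genes with the smallest adjusted p. Any gene named outside this rule is said to be chosen after its values were seen. Some genes within the rule, and some of the few genes changed by single saikosaponins, are not reported here.

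The model and the list test were tested on simulated data with the means and spread of batch 1 and 200 of 17774 genes changed. With 3 libraries against 3 in a fit over all libraries, 193 of the 200 were called (96.5%, 93% of those changed 2-fold and 100% of those changed 4-fold), with 11 false calls, and the slope of estimated on true log2 fold changes was 0.989. A fit of 6 libraries recovered 95%. With the spread estimated without E-BR high dose replicate 3, 100% were recovered. A simulated list of raised genes had an NES of 2.86 (adjusted p = 0.00399 from fgsea's permutation test) and an unchanged list an NES of 0.863 (adjusted p = 0.752). The changed genes had an average log2 CPM of at least 2, the raised list held only 2-fold and 4-fold rises, and genes were drawn independently. The simulation therefore does not show how the list test behaves with smaller shifts or correlated genes.

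The gene sets of MSigDB and the profiles of the Connectivity Map and CREEDS were not used here, so the paper's predictions of modes of action, indications and diseases were not analysed here. Immunoblots, viability, adhesion and migration assays and HaCaT cells are not part of the RNA-seq data. The text of the paper names no setting for the strand of reads in counting, so genes that overlap another annotated gene are named as such and their counts are uncertain, as are those of near-identical paralogs and pseudogenes.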

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

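The tests of the single saikosaponins for library size, gene length and GC content and 1 replicate number, the test of the lysosome genes against the changes of wortmannin, and the counts of other splits for the lysosome and cholesterol lists were chosen after the results were seen. The paper reports no RNA-seq result of single saikosaponins, and its text names neither lysosome nor cholesterol biosynthesis genes. At the high dose, 120 genes were changed by SSa, 2 by SSb2, 34 by SSb3, 1271 by SSb4 and 2903 by SSd. These counts are above the largest count that any other split of the same 6 libraries into 3 and 3 gave, which was 3, 1, 2, 1 and 1. The splits were fitted with only their 6 libraries, and the counts above come from the fit of all libraries of the batch. In fits of 6 libraries the real split gave 106, 34, 240, 0 (1582 at an unadjusted p under 0.05) and 2581 genes in the same order.

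For SSa the median total count was 0.957 times that of the vehicle libraries, and 204 genes were changed with offsets for gene length and GC content, so the offsets did not lower the count. It was 145, 1 and 0 (913 unadjusted) without replicate 1, 2 and 3, so the fits without 1 replicate number, which hold 2 libraries per group, do not point to a single one. Of the 4 splits that part all same-numbered pairs, 1 gave as many changed genes, the real one.

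SSb2 changed CLDN2 (ENSG00000165376, chromosome X) by a log2 fold change of −0.33 (standard error 0.059, adjusted p = 0.0074 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ENSG00000243679 by −0.52 (standard error 0.10, adjusted p = 0.0485), genes named because they were the changed ones, after their values were seen. Both overlap other annotated genes, so their counts are uncertain. The median total count with SSb2 was 0.888 times that of vehicle. With offsets for gene length and GC content the count was 1, so gene length or GC content may account for part of it. Without replicate 1, 2 and 3 it was 0 (777 unadjusted), 0 (822 unadjusted) and 8, which does not point to a single replicate number. Of the 4 splits, 1 gave as many.

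With SSb3, 28 genes were lower and 6 higher. Its libraries had a median total count 0.859 times that of vehicle, and offsets for gene length and GC content gave 38 changed genes, so the offsets did not lower the count. Leaving out replicate 1, 2 and 3 gave 0 (2101 unadjusted), 0 (1402 unadjusted) and 14, a fall in each of these fits of 2 libraries per group, which does not point to a single replicate number. The real split alone gave as many among the 4 splits (1 of 4).

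SSb4 changed 358 genes upward and 913 downward. The ratio of median total counts to vehicle was 0.954. Offsets for gene length and GC content lowered the count to 685, and the fits without 1 replicate number gave 36 to 1662. Leaving out only replicate 3 of SSb4 gave 95 changed genes, and across genes the difference of that replicate from the other two had an r of −0.627 with log10 gene length. Genes are not independent replicates. All 4 of the 4 splits gave as many genes as the real one, because fits of its 6 libraries called none and any split counts as large. At an unadjusted p under 0.05 the real split gave 1582 genes, and 1 of the 10 splits gave as many, the real one. A length bias in 1 library of SSb4 is a candidate explanation of part of the count, since the offsets left 685 genes. The fit without that library also holds fewer libraries, and a response to SSb4 was not told apart from such a bias.

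SSd changed 1351 genes upward and 1552 downward. Median total counts were 0.945 times those of vehicle, offsets for gene length and GC content gave 3086 changed genes, and the fits without 1 replicate number gave 1600 to 1930. None of these tests lowered the count of SSd below 1600. Among the 4 splits that part all same-numbered pairs, 1 gave as many, but 4 splits cannot give a share under 0.05, so by this share alone the pattern cannot be told apart from how the libraries were grouped. In size the real split, with 2581 changed genes, stood apart from the other splits, with at most 1. A response to SSd, which the design gives as a condition, remains a possible explanation.

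The 50 lysosome genes had an NES of 2.38 with the high dose of E-BR against vehicle (adjusted p = 0.00126 from fgsea's permutation test, 0.00114 to 0.0447 over its alternatives), with 42 genes positive and a mean log2 difference of 0.29 ± 0.14 (SD, n = 3), higher in 3 of 3 replicate numbers. The list was not among the results planned for E-BR and was reported because it passed the threshold. In it 24 genes were changed and higher and 0 changed and lower, and 30 were changed with p adjusted over the list. The NES was 2.36 without E-BR high dose replicate 3, 2.51 with offsets for gene length and GC content and 2.44 with the untreated libraries as the control, all past the threshold. It was 1.25 at the low dose and 0.82 at the medium dose, so it did not rise step by step with the dose. Wortmannin also raised these genes, and the mean r across genes between E-BR and wortmannin differences without a common library was 0.15, over genes that are not independent replicates. Of the 4 splits, 1 gave an NES as large in size, and of all 10 splits 1. By these shares alone the pattern cannot be told apart from how the libraries were grouped, and a response to the high dose of E-BR remains a possible explanation.

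The 25 cholesterol biosynthesis genes had an NES of −2.34 with the high dose of the saikosaponin combination (adjusted p = 0.00087, 4.7e-08 to 0.0507 over its alternatives), with 3 genes positive, 16 changed and lower, and a mean log2 difference of −0.22 ± 0.034 (SD, n = 3), lower in 3 of 3 replicate numbers. With p adjusted over the list 17 were changed. The NES was −2.33 with offsets for gene length and GC content. Over the 3 fits without 1 replicate number, the adjusted p lay between 0.000692 and 0.000874. At the low dose the NES was −1.48 (adjusted p = 0.0874) and at the medium dose −2.39. Among the 4 splits that part all same-numbered pairs, 1 gave an NES as large in size. A response of these genes to the combination may underlie the pattern, which by this share alone cannot be told apart from how the libraries were grouped.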

How the results depend on the processing

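The fits without E-BR high dose replicate 3 and those with offsets for gene length and GC content were chosen after seeing the data. NES and genes below are at the high dose unless another dose is given, and where a result changed and no value shows why, the cause was not tested. Over all alternatives, 167 of 276 values of the 23 counts of changed genes stayed within 1.5 times the reported count, 59 fell below and 50 rose above. Of 427 values of the 34 lists set before, 342 kept their direction and side of the threshold, 55 lost the threshold, 12 reached it and 18 changed direction. For the 12 further lists the numbers in the same order were 102, 31, 0 and 2. For the 141 named genes they were 1312, 220, 39 and 12 of 1583.

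Under every alternative tried for it, the direction and side of the threshold held for hypoxia genes with E-BR (NES 0.964 to 1.45), p53 targets with the combination (NES −1.36 to −0.834), G2/M genes with trichostatin A (NES −3.25 to −1.93), G2/M genes with vorinostat (NES −3.3 to −1.95), G2/M genes with wortmannin (NES −3.12 to −1.92), lysosome genes with wortmannin (NES 1.63 to 2.49) and lysosome genes with E-BR (NES 1.70 to 2.51), and for 50 of 141 named genes. The counts of W-BR against E-BR at the low dose and of untreated cells were 0 in all alternatives (1.3e+02 higher and 95 lower genes, and 354 genes, at an unadjusted p under 0.05 in the reported fit). Upper-quartile normalization moved none of the counts past 1.5 times. The replicate block and the minimum of 10 counts changed the direction or side of the threshold of none of the lists.

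With DESeq2 and its size factors, the changed genes were 1 for the low dose of W-BR, 1 for the medium dose of W-BR, 38 for the high dose of W-BR, 1 for the low dose of E-BR, 4 for the medium dose of E-BR, 1 for W-BR against E-BR at the medium dose and 1998 for W-BR against E-BR at the high dose. The NES were EMT genes with E-BR −1.48, and focal adhesion genes with the combination 1.21 in place of −1.14, a change of sign. The r of the combination and W-BR was −0.227.

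Fitting only the 6 libraries compared gave these changed genes: 186 higher and 227 lower (4.1e+02 in all) for the low dose of W-BR, 1055 for the medium dose of W-BR, 911 for the high dose of W-BR, 972 for the low dose of E-BR, 569 for the medium dose of E-BR, 0 for the high dose of E-BR (565 unadjusted), 3 for W-BR against E-BR at the medium dose, 0 for W-BR against E-BR at the high dose (356 unadjusted), 6425 for wortmannin, 502 for the medium dose of the combination, 26 for the high dose of SSb1, 34 for the high dose of SSb2, 240 for the high dose of SSb3, 0 for the high dose of SSb4 (1582 unadjusted) and 2 for the high dose of SSc. The NES were MYC targets with W-BR −1.57, EMT genes with W-BR 1.505 and focal adhesion genes with the combination −1.53.

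Without a filter on low counts the changed genes were 1571 for W-BR against E-BR at the high dose, 489 for the low dose of the combination, 475 for the medium dose of the combination, 250 for the high dose of SSa, 89 for the high dose of SSb1, 171 for the high dose of SSb2, 540 for the high dose of SSb3 and 195 for the high dose of SSc. With at least 10 counts in every library they were 1470 for W-BR against E-BR at the high dose, and with a replicate block (paired by replicate number) 388 for W-BR against E-BR at the high dose, 6 for the high dose of SSb2 and 60 for the high dose of SSb3, where the reported fit gave 765, 2 and 34. For wortmannin, the libraries of batch 2 gave 9222.

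With offsets for gene length and GC content the changed genes were 31 for the high dose of W-BR, 5895 for wortmannin, 204 for the high dose of SSa, 1 for the high dose of SSb2, 685 for the high dose of SSb4 and 17 for the high dose of SSc, and the NES MYC targets with E-BR 1.27 and inflammatory genes with E-BR 1.54. The sign changed for cell junction genes with W-BR −1.10 in place of 1.04 and focal adhesion genes with the combination 1.18 in place of −1.14, and for the log2 fold changes of VCL with W-BR −0.015 and PTK2 with the combination −0.005. Of the 12 further lists, 2 lost the threshold with these offsets.

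Requiring a log2 fold change of at least 1 in size left these changed genes: 1 for the high dose of W-BR, 365 for the high dose of E-BR, 156 for W-BR against E-BR at the high dose, 8472 for trichostatin A, 8249 for vorinostat, 688 for wortmannin, 6 for the low dose of the combination, 3 for the medium dose of the combination, 63 for the high dose of the combination, 2 for the high dose of SSa, 1 for the high dose of SSb1, 0 for the high dose of SSb2 (95 unadjusted), 4 for the high dose of SSb3, 19 for the high dose of SSb4, 0 for the high dose of SSc (96 unadjusted) and 109 for the high dose of SSd. The median log2 fold change of all genes with trichostatin A and vorinostat depended on the scaling and moved from 0.057 and 0.055 to 0.205 and 0.189 with upper-quartile normalization.

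With the untreated libraries as the control, the changed genes were 1544 for the high dose of E-BR. The NES were G2/M genes with W-BR −0.938, MYC targets with W-BR −1.75 and inflammatory genes with W-BR −1.82. A change of sign was seen for pro-apoptotic genes with W-BR −0.843 in place of 0.991, hypoxia genes with W-BR −1.14 in place of 0.96, cell junction genes with W-BR −0.921 in place of 1.04 and EMT genes with W-BR −0.885 in place of 1.31, and for VCL with W-BR −0.018 in log2 fold change. The r were W-BR and E-BR 0.078, the combination and E-BR 0.069 and the combination and W-BR −0.065. Over changed genes alone they were W-BR and E-BR 0.713, the combination and E-BR 0.134 and the combination and W-BR −0.038.

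Ranking by log2 fold change gave an NES that missed the threshold for G2/M genes with W-BR −1.04, G1/S genes with E-BR −1.16, G2/M genes with E-BR −1.33, MYC targets with E-BR 1.41, cell junction genes with E-BR −1.49, EMT genes with E-BR −1.05, focal adhesion genes between the extracts 1.52, cell junction genes between the extracts 1.57, actin cytoskeleton genes between the extracts 0.553, collagens between the extracts 1.55, transition metal ion genes between the extracts −1.18, ECM genes with the combination −1.61, G2/M genes with the combination 0.944, lysosome genes with trichostatin A 0.829 and lysosome genes with vorinostat 0.811. It changed the sign of inflammatory genes with E-BR −0.885 in place of 1.29 and pro-apoptotic genes with the combination 0.853 in place of −0.796. Ranking by log2 fold change and adjusted p gave G2/M genes with W-BR −1.29, G1/S genes with E-BR −1.49, G2/M genes with E-BR −1.48, MYC targets with E-BR 1.38, cell junction genes with E-BR −1.40, EMT genes with E-BR −1.18, actin cytoskeleton genes between the extracts 0.88, transition metal ion genes between the extracts −1.3, ECM genes with the combination −1.35, G2/M genes with the combination 1.07, lysosome genes with trichostatin A 1.08 and lysosome genes with vorinostat 1.09, and changed the sign of EMT genes with W-BR −0.65 in place of 1.31 and ribosomal protein genes between the extracts at the medium dose 1.92 in place of −1.66. Of the 12 further lists, 11 lost the threshold when ranked by log2 fold change, with NES of ribosomal protein genes between the extracts at the medium dose −1.33, cell junction genes with the combination −0.994, actin cytoskeleton genes with the combination −1.31, collagens with the combination −1.34, G1/S genes with the combination 1.81, MYC targets with the combination 1.92, cholesterol biosynthesis genes with the combination −1.81, focal adhesion genes with the combination at the low dose −1.08, ECM genes with the combination at the low dose −1.25, focal adhesion genes with the combination at the medium dose −1.23 and ECM genes with the combination at the medium dose −1.48. Ranked by log2 fold change and adjusted p, 7 lost it, with cell junction genes with the combination −1.21, actin cytoskeleton genes with the combination −1.44, collagens with the combination −1.33, focal adhesion genes with the combination at the low dose −1.33, ECM genes with the combination at the low dose −1.46, focal adhesion genes with the combination at the medium dose −1.22 and ECM genes with the combination at the medium dose −1.56.

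Camera, which allows for correlation between genes, gave the following adjusted p over the threshold, each with the range of adjusted p over that result's alternatives in parentheses: G2/M genes with W-BR 0.293 (0.00096 to 1), G1/S genes with E-BR 0.233 (0.00116 to 0.433), G2/M genes with E-BR 0.087 (0.00116 to 0.262), MYC targets with E-BR 0.266 (0.00377 to 0.848), cell junction genes with E-BR 0.266 (0.00691 to 0.336), EMT genes with E-BR 0.266 (0.0017 to 0.505), focal adhesion genes between the extracts 0.181 (0.00109 to 0.181), ECM genes between the extracts 0.0847 (0.000988 to 0.0847), cell junction genes between the extracts 0.181 (0.00152 to 0.181), actin cytoskeleton genes between the extracts 0.179 (0.000988 to 0.998), collagens between the extracts 0.243 (0.00109 to 0.243), ribosomal protein genes between the extracts 0.243 (0.000752 to 0.969), transition metal ion genes between the extracts 0.179 (0.000988 to 0.424), G2/M genes with the combination 0.219 (0.000874 to 0.669), lysosome genes with trichostatin A 0.461 (0.00175 to 0.839) and lysosome genes with vorinostat 0.445 (0.00197 to 0.864). Of the further lists, 7 lost the threshold with camera: ribosomal protein genes between the extracts at the medium dose 0.921 (0.00102 to 1), cell junction genes with the combination 0.0633 (0.001 to 0.653), collagens with the combination 0.0753 (0.00101 to 0.302), focal adhesion genes with the combination at the low dose 0.33 (0.000606 to 0.907), ECM genes with the combination at the low dose 0.253 (0.000606 to 0.898), focal adhesion genes with the combination at the medium dose 0.604 (0.00545 to 0.604) and ECM genes with the combination at the medium dose 0.0856 (0.000642 to 0.297).

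Across the fits that each left out 1 replicate number, and for batch 1 also the fit without E-BR high dose replicate 3, the changed genes ranged as follows: the low dose of W-BR 0 to 2, the medium dose of W-BR 0 to 53, the high dose of W-BR 2 to 394, the low dose of E-BR 0 to 21, the medium dose of E-BR 0 to 240, the high dose of E-BR 69 to 1613, W-BR against E-BR at the medium dose 0 to 1, W-BR against E-BR at the high dose 39 to 437, wortmannin 1414 to 7479, the low dose of the combination 0 to 445, the medium dose of the combination 2 to 82, the high dose of the combination 441 to 1141, the high dose of SSa 0 to 145, the high dose of SSb1 1 to 2, the high dose of SSb2 0 to 8, the high dose of SSb3 0 to 14, the high dose of SSb4 36 to 1662, the high dose of SSc 0 to 0 and the high dose of SSd 1600 to 1930. Where such a fit called 0 genes, at least 179 and at most 2101 genes had an unadjusted p under 0.05. The NES ranged as follows: G1/S genes with W-BR −1.71 to 0.601, G2/M genes with W-BR −2.25 to −1.26, MYC targets with W-BR −1.75 to −0.99, hypoxia genes with W-BR −0.777 to 1.23, inflammatory genes with W-BR −1.60 to −1.19, cell junction genes with W-BR −0.906 to 1.25, EMT genes with W-BR 0.916 to 1.79, MYC targets with E-BR 0.785 to 1.84, pro-apoptotic genes with E-BR 1.06 to 1.65, cell junction genes with E-BR −1.82 to −1.13, EMT genes with E-BR −1.69 to 1.14, collagens between the extracts 1.40 to 1.86, ribosomal protein genes between the extracts −3.07 to 1.47, G2/M genes with the combination 1.25 to 1.90 and pro-apoptotic genes with the combination −1.12 to 0.717. Of the further lists, ribosomal protein genes between the extracts at the medium dose ranged from −2.65 to 0.635. Without replicate 1, 2 and 3, 1, 2 and 1 of the 12 further lists lost the threshold, and 1 changed direction without replicate 1. Over all alternatives, the focal adhesion genes with the combination lost it in 5 of 11 at the low dose and 6 of 11 at the medium dose. The r ranged as follows: the combination and E-BR −0.094 to 0.059 and the combination and W-BR −0.126 to −0.075. Log2 fold changes of blotted proteins' genes that changed sign were PTK2 with W-BR −0.05 to 0.001, TLN1 with E-BR −0.297 to 0.13, ACTN1 with E-BR −0.354 to 0.015, ACTN1 between the extracts −0.021 to 0.339, ACTN4 between the extracts −0.043 to 0.149 and PTK2 with the combination −0.017 to 0.044.

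The share of higher genes among changed genes moved by over 10 percentage points with the scalings that follow. DESeq2 called 10 of 38 genes higher with W-BR (reported 0 of 9), 1 of 3 with SSb1 and 2 of 3 with SSb2. Upper-quartile normalization called 2500 of 3963 higher with wortmannin (reported 1869 of 3887) and 611 of 1336 with SSb4 (reported 358 of 1271). The offsets gave 1676 of 2749 for E-BR (reported 1714 of 2394), 289 of 880 for W-BR against E-BR (reported 154 of 765), 8 of 31 for W-BR, 306 of 685 for SSb4 and 5 of 17 for SSc. Fits of the 6 libraries compared moved it as well, to 438 of 911 higher for W-BR, 41 of 146 for the low dose of the combination (reported 61 higher and 63 lower), 290 of 502 lower for its medium dose (reported 83 of 183), 10 of 26 higher for SSb1, 22 of 34 for SSb2, 138 of 240 for SSb3 (reported 6 of 34) and 1 of 2 for SSc. Other alternatives, among them those without a replicate, without a filter and with a minimum log2 fold change, also moved it by over 10 points for some comparisons.

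The counts of 0 for the extracts against vehicle at the low and medium doses belong to the fit over all libraries, since fits of the 6 libraries compared called genes at each of these doses. With the depth and replicates of batch 1, simulated data recovered 93% of 2-fold changes, and 100% with the spread estimated without E-BR high dose replicate 3, so depth was not shown to limit these counts. Changes under 2-fold, and changes in genes with an average log2 CPM under 2, were not simulated.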

Differences from the paper's values

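The paper's text states no value of a measure that was computed here, so only directions and calls are compared. The values are NES at the high dose with p from fgsea's permutation test unless stated, from lists that are not the gene sets of the paper. Figure 1 of the paper also marks gene sets at a looser cutoff on adjusted p than the 0.05 used here. Among the lists below that missed 0.05, the pro-apoptotic, hypoxia and inflammatory genes with E-BR met that looser cutoff. So did the MYC targets and EMT genes with W-BR. The alternatives were set before the data were examined, except the fits without E-BR high dose replicate 3 and those with offsets for gene length and GC content.

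The paper reports that MYC targets fell with both extracts. Here their NES with E-BR was 1.70 (adjusted p = 0.00359, 0.00377 to 0.848 over its alternatives), and none of the alternatives run gave it a negative sign. It was 0.807 (adjusted p = 0.787) without E-BR high dose replicate 3, chosen after seeing the values. A rise past the threshold was thus not seen without that library. With W-BR it was −1.26 (adjusted p = 0.282, 0.00512 to 1 over its alternatives). It was −1.57 (adjusted p = 0.0311) with only the 6 libraries compared, −1.75 (adjusted p = 0.00512) without replicate 3 and −1.75 (adjusted p = 0.0132) with the untreated libraries as the control. The paper also has E2F targets and the G2/M checkpoint falling with both. The G1/S genes with W-BR had an NES of −1.17 (adjusted p = 0.424, 0.00909 to 1 over its alternatives), and −1.71 (adjusted p = 0.00909) without replicate 3. The G2/M genes with both extracts and the G1/S genes with E-BR were below 0 and past the threshold. Over the alternatives they stayed below 0. The G2/M genes with W-BR lost the threshold in 6 of 13 (NES −2.25 to −0.938). With E-BR, the G1/S genes lost it in 3 of 13 (NES −2.12 to −1.16) and the G2/M genes in 3 of 13 (NES −2.41 to −1.33).

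The paper gives apoptosis, hypoxia and the inflammatory response as raised by E-BR. Here the NES were above 0 and not past the threshold, 1.48 (adjusted p = 0.0635, 0.0202 to 0.484 over its alternatives) for the pro-apoptotic genes, 1.26 (adjusted p = 0.161, 0.0561 to 0.558 over its alternatives) for the hypoxia genes and 1.29 (adjusted p = 0.153, 0.0339 to 0.895 over its alternatives) for the inflammatory genes. The pro-apoptotic genes reached 1.65 (adjusted p = 0.0202) without replicate 2. Offsets for gene length and GC content, chosen after seeing the values, gave the inflammatory genes 1.54 (adjusted p = 0.0339). Ranked by log2 fold change, the inflammatory genes had −0.885. At the low and medium doses of E-BR they had −1.345 and −1.53, while the pro-apoptotic and hypoxia genes were above 0 there. None of the alternatives run put the hypoxia genes past the threshold.

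The paper gives apical junction and EMT as raised more by W-BR. With E-BR the NES were −1.65 for the cell junction genes and −1.55 for the EMT genes, below those with W-BR, the paper's direction. The NES of the EMT genes with E-BR changed sign in 2 of 13 alternatives. Between the extracts that of the cell junction genes was above 0 in all alternatives run (1.49 to 2.27, adjusted p from 0.00152 to 0.181). With W-BR the cell junction genes had an NES of 1.04 (adjusted p = 0.588, 0.136 to 1 over its alternatives), past the threshold under none of the alternatives run, and the EMT genes 1.31 (adjusted p = 0.199, 0.00227 to 1 over its alternatives). The EMT genes reached 1.505 (adjusted p = 0.048) with only the 6 libraries compared and 1.79 (adjusted p = 0.00227) without replicate 3. They also reached 1.64 (adjusted p = 0.0137) without E-BR high dose replicate 3, chosen after seeing the values. In 2 of 13 alternatives the sign of the EMT genes with W-BR changed, to −0.885 with the untreated libraries as the control. That of the cell junction genes with W-BR changed in 4 of 13.

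The paper describes the patterns of the extracts as alike for the most part and their scores as moving step by step with the dose in most cases. Here the NES moved without a turn in 12 of 19 lists with W-BR and 7 with E-BR, where a random order gives 6.3, and the NES of the extracts had the same sign in 17, 15 and 10 of 19 lists at the low, medium and high doses. Across the lists, which share genes, the NES of the extracts had an r of 0.891, 0.67 and 0.045. In single differences without a common library the mean r across genes at the high dose was 0.379 without E-BR high dose replicate 3, chosen after seeing the values, and 249 of 251 genes changed by both extracts then had the same direction.

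The paper reports translation as enriched with E-BR, with a discrepancy between doses. Against E-BR the ribosomal protein genes had an NES of −2.78 (adjusted p = 0.000759, 0.000752 to 0.969 over its alternatives) with W-BR, the paper's direction. It was 1.47 (adjusted p = 0.0248), the other direction, without E-BR high dose replicate 3, chosen after seeing the values.

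The paper reports that the saikosaponin combination raised cell cycle arrest and apoptosis and lowered adhesion and migration, as E-BR did. Here the combination had an NES of 2.28 (adjusted p = 0.00087, 0.000692 to 0.0507 over its alternatives) for the G1/S genes and 1.64 (adjusted p = 0.00955, 0.000874 to 0.669 over its alternatives) for the G2/M genes, above 0 under all alternatives run. For the G1/S genes it was 2.278 at the low and 2.321 at the medium dose, so it did not rise step by step with the dose. The G1/S genes were also above 0 with every single saikosaponin at every dose, against the same 3 vehicle libraries. An offset of those libraries was thus not told apart from a response to the combination. The p53 targets had −1.04 (adjusted p = 0.442, 0.153 to 0.732 over its alternatives), below 0 under all alternatives run. The pro-apoptotic genes had −0.796 (adjusted p = 0.774, 0.362 to 0.921 over its alternatives), and 0.717 (adjusted p = 0.891) without replicate 3 and 0.853 (adjusted p = 0.732) when ranked by log2 fold change. The focal adhesion genes had −1.14 (adjusted p = 0.304, 0.0203 to 0.728 over its alternatives) and reached −1.53 (adjusted p = 0.0203) with only the 6 libraries compared, while the ECM genes were lower and past the threshold. The sign of the focal adhesion genes changed in 2 of 11 alternatives, to at most 1.21. At the low and medium doses they had −1.96 and −1.50, past the threshold in the paper's direction. They lost it there in 5 and 6 of 11 alternatives. Across genes, which are not independent replicates, the log2 fold changes of the combination and E-BR had an r of 0.017. With replicate 3 left out it was −0.089. The largest r with E-BR over the alternatives was 0.134, over genes changed in either comparison.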

Other observations

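Tests chosen after the results were seen were those of E-BR high dose replicate 3 for library size, top genes, gene length, a stronger response and overlapping genes, those of the lists between the extracts and of the MYC targets, those of the low dose for shared vehicle libraries, those of the combination for gene length, GC content and library size, that of the spread for wortmannin, and the counts of other splits for 12 lists outside the planned results and for wortmannin in batch 2.

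E-BR high dose replicate 3 lay apart from replicates 1 and 2. Its total count was 0.864 times the median of the other libraries of its batch, and its 10 top genes took 13.2% of its counts, where the other libraries had 13.3% to 25.8%, so neither accounts for it. Across genes, which are not independent replicates, its difference from replicates 1 and 2 had an r of −0.68 with log10 gene length and of 0.461 with GC content. The same differences in the other conditions of the batch reached at most 0.476 and 0.411 in size. Of its 200 largest falls, 53% overlap another gene on the same strand, against 32.2% of all genes tested. A stronger response to the extract is not borne out, since its difference from vehicle had an r of −0.027 with that of replicates 1 and 2, which had 0.588 with each other. Its deviation from the batch mean had an r of at most 0.268 with that of another condition, the untreated one, and replicates 1 and 2 had 0.896 with each other. That mean left out E-BR at the high dose and included the trichostatin A and vorinostat libraries. Libraries without these drugs share part of their deviation, so the 0.896 does not measure the agreement of these replicates alone. Because E-BR high dose replicate 3 lies so far from all others, a low r with each condition cannot decide whether it was mislabelled. A bias by gene length, GC content or overlapping genes in this library remains a candidate explanation, and these were not told apart.

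Lists at the high dose were tested for that library and for gene length and GC content. The ribosomal protein genes between the extracts changed sign without E-BR high dose replicate 3, to 1.47 (adjusted p = 0.0248 from fgsea's permutation test, 0.000752 to 0.969 over its alternatives), and all 79 were higher in that library than in replicates 1 and 2, with a median log2 difference of 1.61. With offsets for gene length and GC content their NES was −2.52, so 1 library may account for the lower values with W-BR, beyond what the offsets remove. The MYC targets with E-BR had 0.807 without that library and 1.27 with the offsets (adjusted p = 0.787 and 0.154, 0.00377 to 0.848 over its alternatives), so either may account for their rise. For W-BR against E-BR, the NES under these alternatives were 1.53 and 2.16 (adjusted p = 0.018 and 0.00109) for the focal adhesion genes, 2.33 and 2.56 (adjusted p = 0.000988 and 0.00109) for the ECM genes and 1.49 and 1.70 (adjusted p = 0.0248 and 0.00219) for the cell junction genes. Their ranges of adjusted p over all alternatives were 0.00109 to 0.181, 0.000988 to 0.0847 and 0.00152 to 0.181. These last lists passed the threshold under both alternatives. With the offsets the NES of the focal adhesion and ECM genes did not fall, and that of the cell junction genes fell to 1.70. Since all passed the threshold, these values argue against gene length or GC content, as far as the offsets remove them, as the whole source. The offsets do not remove all that sets E-BR high dose replicate 3 apart, since the ribosomal protein genes kept an NES of −2.52. The mean log2 differences of the focal adhesion, ECM and cell junction genes were largest in replicate 3, at 0.60, 0.50 and 0.56. Since these lists passed without that library, it does not account for all of their rise with W-BR relative to E-BR. That rise is left as a hypothesis that cannot be told apart from a bias the offsets leave or from how the libraries were grouped.

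W-BR and E-BR moved genes the same way at the low dose, although neither changed a gene past the threshold in the fit over all libraries (902 and 1050 genes unadjusted). Fits of the 6 libraries compared called 186 higher and 227 lower genes with W-BR and 972 genes with E-BR, and other splits of these libraries at most 7 and 1. Between differences without a common library the mean r was 0.367, so shared vehicle libraries do not account for all of it. The contrast of untreated replicates 1 and 2 with replicate 3, which differ in the share of the top 10 genes, had an r of 0.021 with the log2 fold changes of W-BR and 0.016 with those of E-BR. With 1 control library per extract matched on that share, vehicle replicate 2 for W-BR and untreated replicate 1 for E-BR, the r was 0.547. It was 0.543 at the medium dose and 0.493 at the high dose, the last without E-BR high dose replicate 3. Offsets for gene length and GC content gave 0.607. Median fragment lengths were 196 bp with the extracts and 187 bp in the control libraries, and the contrast of untreated libraries with the longest and shortest fragments had an r of 0.131 with the log2 fold changes of W-BR. The mean r without a common library did not clearly rise with the dose. It was 0.342 at the medium and 0.207 at the high dose, or 0.379 there without E-BR high dose replicate 3. A response to both extracts may underlie the rest, but it was not told apart from any other difference shared by the extract libraries. By the share of splits alone (1 of 4 for each count) the pattern cannot be told apart from how the libraries were grouped.

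The high dose of the combination was set against the single saikosaponins, in differences without a common library. The mean r across genes with the sum of the 7 medium-dose differences was 0.207 (from 0.124 to 0.261). With SSd alone at the medium dose it was 0.335 (from 0.219 to 0.466), and 0.559 with its high dose. The sum adds the noise of 7 libraries and takes off the same vehicle library 7 times, which lowers its r. The r of the sum and of SSd alone therefore cannot be ranked. The medium dose of SSd was 1 μM, against 2 μM of each saikosaponin in the combination. These values are over genes with a mean log2 CPM of at least 2 over the libraries of the batch. Over genes with such an average from edgeR, as in the other correlations between treatments, the r with the high dose of SSd was 0.529 (from 0.445 to 0.589). The combination changed 2078 genes with offsets for gene length and GC content, and the ratio of its median total count to that of vehicle was 1, so the offsets did not lower its count. Over genes with such an average from edgeR, the high doses of the other saikosaponins gave a lower r. It was 0.339 for SSb4, 0.274 for SSa and 0.073 to 0.137 for the rest. SSd is a candidate source of part of the changes of the combination, and SSb4 and SSa are not excluded. By the share of splits alone these changes cannot be told apart from how the libraries were grouped, although in size the real split stood apart.

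Wortmannin changed more genes in batch 2 than in batch 1. In batch 1, 7479 genes were changed without E-BR high dose replicate 3, whose deviation enters the spread of that batch. Over the 9167 genes changed in batch 2 and tested in both, 8951 had the same direction, and the slope of batch 1 on batch 2 was 0.715, which does not reach the limit set for a smaller response in batch 1 but lies below 1. The spread raised by 1 library may therefore account for much of the difference in counts.

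The untreated and vehicle libraries of batch 1 differed in 0 genes (354 at an unadjusted p under 0.05). Their 10 top genes took 15.4%, 16.1% and 18.9% of the counts in untreated and 19.4%, 15.9% and 20.9% in vehicle replicates 1, 2 and 3. The split that set untreated replicates 1 and 2 and vehicle replicate 2 against the rest follows this share and gave 1166 changed genes. Because the real split called 0 genes, its place among the splits decides nothing about the condition, and a difference between untreated and vehicle libraries is neither shown nor excluded here.

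SSb1 at the high dose changed DHRS2 by a log2 fold change of 1.28 (standard error 0.15, adjusted p = 1.03e-07) and CLDN2 by −0.40 (standard error 0.059, adjusted p = 4.7e-05), each in the same direction in 3 of 3 replicate numbers. These genes are named because they were the changed ones, after their values were seen, and CLDN2 overlaps other annotated genes. At the lower doses the changed genes were 4.1e+02 (2.2e+02 higher and 190 lower) with SSb4 at the low dose, 399 (258 higher and 141 lower) with SSd at the low dose and 246 (140 higher and 106 lower) with SSd at the medium dose. There SSb2 at the medium dose changed ATG16L2 (−0.62, adjusted p = 0.0367), SSb3 at the medium dose changed GOLGA8B (−0.41, adjusted p = 0.022) and ZDHHC11 (−0.48, adjusted p = 0.022), and a gene changed by SSc at the low dose was G2E3 (−0.38, adjusted p = 0.0444), also named after their values were seen, each in the same direction in 3 of 3 replicate numbers, and all of them overlap other annotated genes. No gene was changed by the other lower doses, where the genes at an unadjusted p under 0.05 were 708 with SSa at the low dose, 4.3e+02 with SSa at the medium dose, 542 with SSb1 at the low dose, 546 with SSb1 at the medium dose, 1145 with SSb2 at the low dose, 1136 with SSb3 at the low dose, 1244 with SSb4 at the medium dose and 1278 with SSc at the medium dose.

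The mRNA of the proteins that the paper blots, FAK (PTK2), vinculin, talin and the actinins, had the log2 fold changes below, with p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With W-BR at the high dose they were PTK2 −0.029 (adjusted p = 1), VCL 0.039 (adjusted p = 1), TLN1 0.17 (adjusted p = 0.979), ACTN1 −0.016 (adjusted p = 1) and ACTN4 −0.10 (adjusted p = 0.979). The high dose of E-BR gave PTK2 −0.32 (adjusted p = 0.126), VCL −0.36 (adjusted p = 0.115), TLN1 −0.14 (adjusted p = 0.525), ACTN1 −0.22 (adjusted p = 0.191) and ACTN4 −0.13 (adjusted p = 0.26). Between the extracts the values were PTK2 0.29 (adjusted p = 0.175), VCL 0.40 (adjusted p = 0.0967), TLN1 0.31 (adjusted p = 0.14), ACTN1 0.20 (adjusted p = 0.224) and ACTN4 0.035 (adjusted p = 0.784). For the combination they were PTK2 0.020 (adjusted p = 0.8), VCL −0.069 (adjusted p = 0.315), TLN1 −0.18 (adjusted p = 0.0233), ACTN1 −0.079 (adjusted p = 0.201) and ACTN4 −0.13 (adjusted p = 0.0436). SSd at the high dose gave VCL −0.12 (adjusted p = 0.0291) and TLN1 −0.32 (adjusted p = 1.46e-05). Of the values past the threshold, those of TLN1 and ACTN4 with the combination and of VCL and TLN1 with SSd were lower in 3 of 3 replicate numbers. PTK2, VCL, ACTN1 and ACTN4 overlap other annotated genes, so their counts are uncertain.

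Each comparison of 3 libraries with 3 was set beside the other splits of its libraries, fitted with those 6 libraries alone. Of the 10 splits, 4 part all same-numbered pairs as the real one does, and the others leave 2 such pairs together. The real split gave the largest value of the 4 for 17 of 23 counts and 17 of 34 lists, and of all 10 for 16 and 10. All 4 of the 4 gave a value as large for the changed genes of the high dose of E-BR, the MYC targets with E-BR, the hypoxia genes with E-BR, the changed genes of W-BR against E-BR at the low dose, the changed genes of W-BR against E-BR at the high dose, the ribosomal protein genes between the extracts, the changed genes of untreated against vehicle and the changed genes of the high dose of SSb4. Where the real split called 0 genes, any split counts as large, so for those counts the test decides nothing. At an unadjusted p under 0.05 the real split gave 565 genes for the high dose of E-BR, 356 for W-BR against E-BR at the high dose and 1582 for SSb4, and in each case 1 of the 10 splits gave as many, the real one. For W-BR against E-BR at the low dose 10 of 10 gave as many, and for untreated against vehicle 5. As large a value came from 3 of 4 for the G1/S genes with W-BR, the MYC targets with W-BR, the cell junction genes with W-BR, the hypoxia genes with W-BR, the pro-apoptotic genes with W-BR and the G2/M genes with the combination, and 2 of 4 for the G2/M genes with W-BR, the cell junction genes with E-BR, the pro-apoptotic genes with E-BR, the ribosomal protein genes between the extracts at the medium dose, the actin cytoskeleton genes between the extracts, the focal adhesion genes between the extracts, the G2/M genes with trichostatin A, the p53 targets with the combination, the pro-apoptotic genes with the combination and the changed genes of the high dose of SSc. For the other 46 results set beside other splits it was 1 of 4, the real one. With 4 splits no share under 0.05 can be reached, so by this share alone none of these results is settled either way. The sizes differ, however. The real split of trichostatin A, vorinostat, wortmannin in batches 1 and 2, the combination at the high dose and SSd at the high dose gave 14158, 14477, 6425, 10011, 2430 and 2581 genes, and the most that another split gave was 0, 0, 0, 0, 0 and 1, with at most 44, 36, 353, 197, 1095 and 5.3e+02 genes at an unadjusted p under 0.05.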
